# Genome-Wide Analysis of the Complex Transcriptional Networks of Rice Developing Seeds

**DOI:** 10.1371/journal.pone.0031081

**Published:** 2012-02-17

**Authors:** Liang-Jiao Xue, Jing-Jing Zhang, Hong-Wei Xue

## Abstract

**Background:**

The development of rice (*Oryza sativa*) seed is closely associated with assimilates storage and plant yield, and is fine controlled by complex regulatory networks. Exhaustive transcriptome analysis of developing rice embryo and endosperm will help to characterize the genes possibly involved in the regulation of seed development and provide clues of yield and quality improvement.

**Principal Findings:**

Our analysis showed that genes involved in metabolism regulation, hormone response and cellular organization processes are predominantly expressed during rice development. Interestingly, 191 transcription factor (TF)-encoding genes are predominantly expressed in seed and 59 TFs are regulated during seed development, some of which are homologs of seed-specific TFs or regulators of *Arabidopsis* seed development. Gene co-expression network analysis showed these TFs associated with multiple cellular and metabolism pathways, indicating a complex regulation of rice seed development. Further, by employing a cold-resistant *cultivar* Hanfeng (HF), genome-wide analyses of seed transcriptome at normal and low temperature reveal that rice seed is sensitive to low temperature at early stage and many genes associated with seed development are down-regulated by low temperature, indicating that the delayed development of rice seed by low temperature is mainly caused by the inhibition of the development-related genes. The transcriptional response of seed and seedling to low temperature is different, and the differential expressions of genes in signaling and metabolism pathways may contribute to the chilling tolerance of HF during seed development.

**Conclusions:**

These results provide informative clues and will significantly improve the understanding of rice seed development regulation and the mechanism of cold response in rice seed.

## Introduction

Rice seed (strictly caryopsis) is a highly specialized storage organ for nutrient materials including carbohydrates, proteins, and lipids. Study of the regulatory networks of seed development is of significance for understanding the mechanisms controlling plant reproductive development and crop improvement.

The grass caryopsis is a single-seeded fruit composed of three genetically distinct tissue types: the filial embryo, the triploid endosperm, and the maternal pericarp and seed coat. A staging system of rice embryo development, containing 10 stages, had been proposed based on the landmark events during embryo development [1]. Embryonic shoot apical meristem (SAM) is formed during early embryogenesis and is the center of organogenesis during post-embryonic development [2]. SAM differentiates after late globular stage (3 days after fertilization, DAF), and first leaf primordium emerges at 5–6 DAF. After formation of the second and third leaf primordial at 7–8 DAF, seed organs enlarge and morphogenesis completes at 9–10 DAF, and embryo matures at 11–20 DAF [1]. Genetic and molecular mechanisms governing embryonic SAM formation have been extensively investigated and several key genetic components have been characterized, including OSH1, a class I Knotted1-like homeobox (KNOX) transcription factor that involves in embryonic SAM formation and maintenance [2].

The development of rice endosperm belongs to the *ab initio* nuclear type. At early days after fertilization, a large number of free endosperm nuclei locate in the peripheral region of embryo sac. Cell wall formation occurs centripetally at 3 DAF and then mitotic phase starts at 4 DAF [3]. Cellularization of endosperm is completed at approximately 6 DAF followed by endoreduplication at 8–10 DAF [3]. Programmed cell death (PCD) in the endosperm begins at 16 DAF, and as a result, only the cells in aleurone layer are alive in the mature endosperm [3].

Many efforts have been made to characterize the regulatory mechanism of seed development. A large number of mutants with alteration in various aspects of rice seeds have been reported (reviewed by Kurata et al., [4]) and many mutants with defective embryo development are caused by the mutation of genes regulating SAM formation. Mutations of rice *SHOOTLESS2* (*SHL2*), *SHL4*/*SHOOT ORGANIZATION2* (*SHO2*), and *SHO1* result in the defective expression of homeodomain-leucine zipper (HD-ZIPIII) family transcription factors (TFs), which play important roles in SAM initiation and maintenance during embryo development [5]. In addition, genes involved in starch and storage protein synthesis and accumulation are identified by studying the endosperm mutants, including *Waxy* (*Wx*) and *Gulutelin1* (encoding glutelin precursors) genes [4].

Plant hormones are key regulators of seed development. Deficiency of indole-3-acetic acid (IAA) results in the lethal embryo during embryogenesis [6]. Genes encoding late embryogenesis abundant (LEA) proteins are activated by abscisic acid through OsVP1 to protect embryo in dehydration process [7]. Cytokinin, gibberellic acid and brassinosteroids are also involved in the regulation of seed development [8].

Systemic transcriptomic analyses are of great help to illustrate the transcriptional network of seed development, which has been performed in *Arabidopsis* [9], maize [10], [11], wheat [12], barley [13] and rice [14]. However, most of the studies focused on various metabolic pathways such as nutrient partitioning. In rice, different technologies including EST [15], [16], cDNA [16] and DNA microarray [14], [17], [18], and deep sequencing [19] have been applied to analyze the transcriptional profiles in seeds. In most of these studies (except in 14), RNAs were collected from seed tissues at single time point of multiple genotypes/cultivars. For example, genes required for grain endosperm chalkiness determination are identified by comparing the seed transcriptomes of high chalkiness near-isogenic line and its normal parental line [17] and genes related to grain quality are identified by comparing five rice cultivars through deep sequencing [19]. In addition, characterization of the transcriptional dynamics during seed development provides informative clues of gene regulation and a *cis* element, AACA, is identified to be over-represented in genes up-regulated during grain filling (MYB TFs are possibly involved in the regulation of seed development through similar cis-elements [14]). Our previous studies by using cDNA microarray indicated that homeobox TFs are actively expressed in developing rice seed, suggesting the essential roles of them in regulation of seed development [20].

As a species mostly planted in tropical and subtropical regions, rice is sensitive to chilling temperature (0–15°C), especially at reproductive stage, which is a serious problem at high latitudes and in uplands at low latitudes. During bolting and flowering stages, low temperature causes a significant decline in spikelet fertility due to the failure of microspore development [21]. However, the effect of low temperature on seed development has not been well characterized, although several TFs have been identified being crucial in cold response during vegetative stage [22]. C-repeat (CRT)-binding factors (CBFs)/dehydration-responsive-element-binding proteins (DREBs), which belong to APETALA2 (AP2)/Ethylene Response Factor (ERF) family, are induced during cold acclimation and activate the transcription of cold-responsive genes, including COR (cold regulated), KIN (cold-induced), LTI (low-temperature induced) and RD (responsive to dehydration) genes, through binding to their promoters [22]. Some TFs, such as Inducer of CBF Expression1 (ICE1) and AtMYB15, regulate the expression of CBF/DREB genes [23]. However, there are still few studies on the transcriptional regulation by low temperature in rice seeds.

To characterize the transcriptional networks controlling rice seed development, especially at low temperature, we analyzed the transcriptome of developing embryo and endosperm, and seeds under chilling temperature using Affymetrix rice genome array. Our results showed that genes associated with transcriptional regulation, signaling pathways and metabolic pathways were involved in seed development and the response to low temperature at early stages of seed development, which will provide informative clues on the transcriptional control of rice seed development.

## Results

### Preferentially expressed genes and biological processes associated with rice seed development

To characterize the transcriptional dynamics during seed development, RNAs from Zhonghua 11 (ZH, japonica cultivar) seeds at four developmental stages of embryo and endosperm respectively were extracted, including embryo at 3, 6, 9 and 12 days after fertilization (DAF) and endosperm at 3, 6, 9 and 16 DAF. These developmental stages correspond to the important landmark events during embryo [1] and endosperm development [3]. Rice tissues of leaf, root, seedling, and ovary were selected to compare with the transcription profile of embryo and endosperm. These twelve samples were collected and two biological replicates were performed for each sample. Calculations of the Pearson correlation coefficients (PCCs) of each sample after hybridization and normalization revealed the high replication quality of hybridization (Table S1). Estimation of genes expressed in each tissues using MAS5 method showed that among the 46,857 gene models (TIGR V6.1), 31,451 of them can be detected in at least one of the analyzed tissues, 22,051 genes (70% of expressed genes) were expressed during seed development, and 20,405 and 18,401 genes were expressed during embryo and endosperm development respectively (Figure S1). The number of expressed genes in endosperm at 16 DAF was much less than that of embryo or endosperm at other developmental stages.

Limma package [24] was used to identify the genes predominantly expressed in embryo or endosperm, and ANOVA was performed to identify the regulated genes during seed development. As a result, 1,337 and 1,054 genes were identified to be predominantly expressed in embryo or endosperm respectively, and 385 genes were predominantly expressed in both embryo and endosperm (Figure 1). In addition, 276 and 474 genes were differentially expressed in embryo or endosperm respectively.

**Figure 1:**
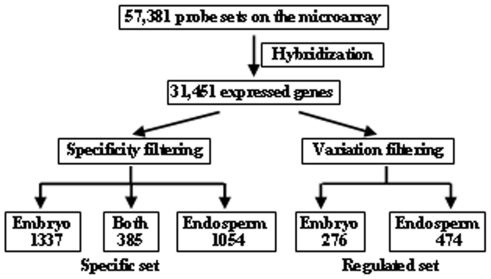
Analysis approaches of gene expression patterns in rice developing seeds. Work flow of data analysis was shown, genes of specific set and regulated set were analyzed respectively (See Materials and Methods section).

To validate the accuracy of expression patterns revealed by microarray hybridization, expression patterns of predominantly expressed and regulated genes was analyzed by real-time quantitative PCR (qRT-PCR) and the results indicated the consist expression patterns for most of the tested genes (Figure 2A, 2B), except a gene (Os01g53220, which is up-regulated during endosperm development). In addition, a microarray dataset (GSE21494 from Gene Expression Omnibus (GEO) at NCBI, [25]) including developing rice embryo and endosperm of japonica cultivar Nipponbare (similar as the ZH used in this study) was analyzed to compare with the data of our study. After filtering the low expression probes, the expression patterns of regulated genes during embryo or endosperm development showed high similarity in these two datasets (Figure S2). Detailed analysis indicated that among the 154 common regulated genes in embryo of two datasets, 84% of genes show same trends; and 92% of the 294 common genes in endosperm were similarly regulated (Figure 2C). These results indicated the high repeatability and reliability of the microarray data in this study.

**Figure 2:**
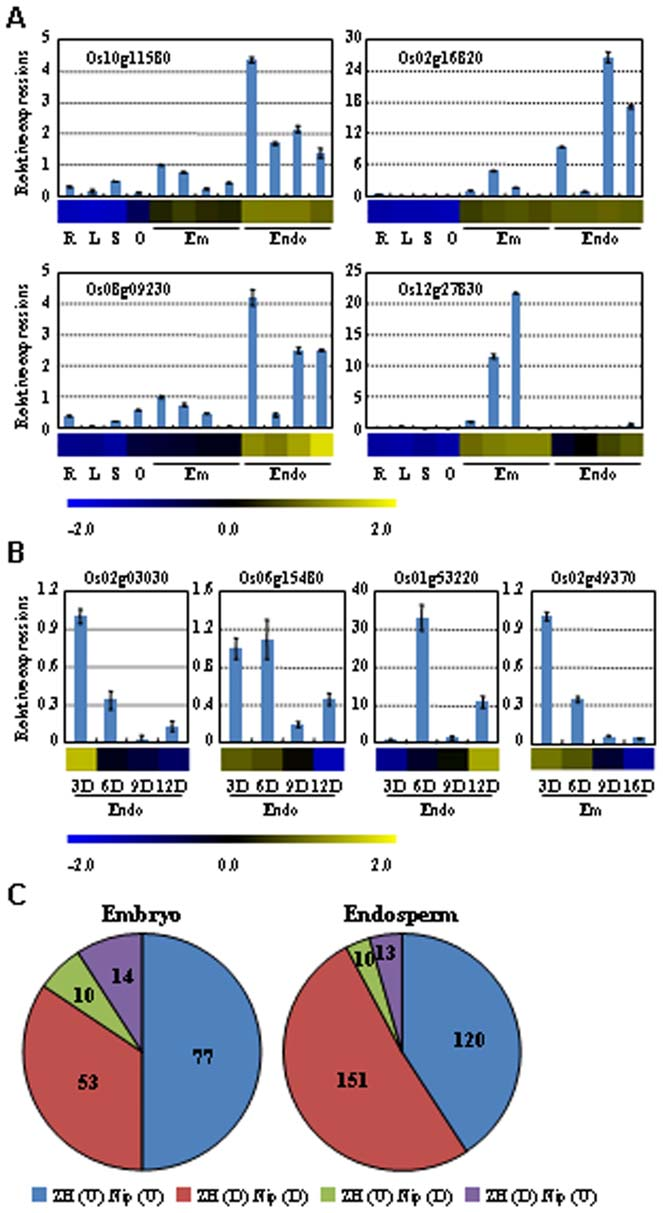
Corroboration of expression patterns of genes associated with seed development. The results by qRT-PCR analysis (box plot) are compared with data obtained from microarray hybridization (horizontal bars) to validate the predominantly expressed genes (A) and regulated genes (B). Expression of genes in root (R), leaf (L), seedling (S), ovary (O), embryo (Em) and endosperm (Endo) was analyzed and the value at 3 DAF in embryo was set as 1.0 for predominantly expressed genes (A). For the time course expression (B), the first time point was set as 1. Blue and yellow in cells reflect low or high expression levels, respectively, as indicated in the scale bar. The numbers of genes with different pattern in Zhonghua 11 (ZH) and Nipponbare (Nip) were calculated in embryo and endosperm (C). “U” or “D” in parenthesis indicates the genes are up-regulated or down-regulated. The data of Nip were obtained from Gene Expression Omnibus (GSE21494).

Analysis of the biological processes of genes associated with seed development showed that many known genes involved in development, organ morphogenesis were highly expressed. In addition, genes associated with metabolism regulation, hormone response and cellular organization were also highly expressed in rice seed (Figure 3). Genes related to starch and protein metabolisms were enriched in endosperm and those involved in fatty acid biosynthetic and hexose metabolism were enriched in embryo. The expressions of genes involved in cellulose biosynthesis were altered during endosperm development (Figure 3). Interestingly, genes involved in starch synthesis were highly expressed in endosperm or the whole seed (Figure S3A) and those of starch degradation and fatty acid synthesis were highly expressed in embryo only (Figure S3B). In addition, genes involved in cellular processes including cell division, chromatin assembly or disassembly, microtubule-based process, transcription regulation were induced or suppressed during seed development (Figure 3).

**Figure 3:**
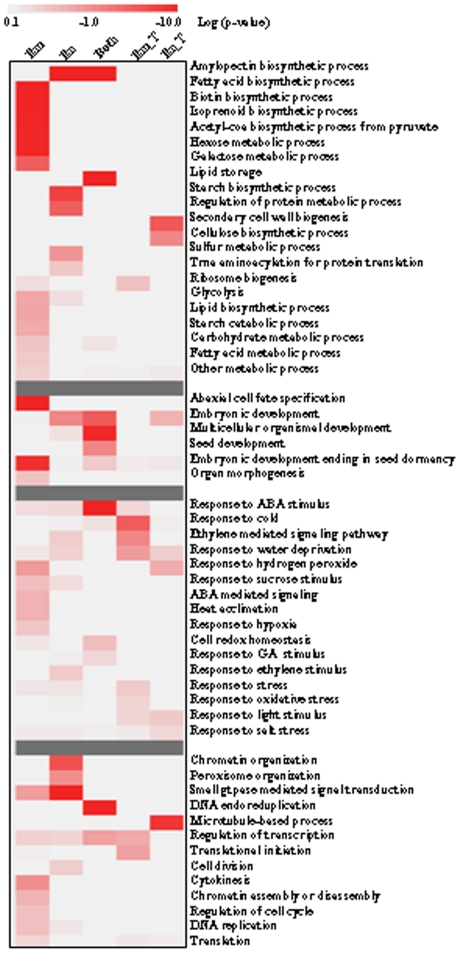
GO category enrichment of seed development-associated genes. The enrichment of process categories associated with metabolism, development, hormone signaling and cellular regulation were shown. “Em” or “En” indicates genes that are predominantly expressed in embryo or endosperm, respectively; “Both” indicates genes that are predominantly expressed in both embryo and endosperm; “Em_T” or “En_T” indicates genes that are regulated in time during embryo or endosperm development, respectively. Chi-square test was performed to calculate the p-values, which were log10 transformed. As indicated in the scale bar, the highly enriched GO categories were in red color.

### Hormone metabolism and signaling during rice seed development

Plant hormones are crucial regulators of growth and development, especially the processes of cell proliferation and differentiation [26]. Among the genes involved in hormone signaling, those responsive to abscisic acid (ABA) were highly expressed in both embryo and endosperm, and those involved in ethylene signaling were induced during embryo development (Figure 3).

Interestingly, most of the hormone-related genes that are regulated or predominantly expressed in seed were involved in ABA response (40 genes) and signaling (11 genes) (Figure 4), which is consistent with the crucial roles of ABA during seed maturation [27]. Among these genes, 23 and 14 genes were highly expressed in embryo or endosperm and other 14 genes were highly expressed in the whole seed.

**Figure 4:**
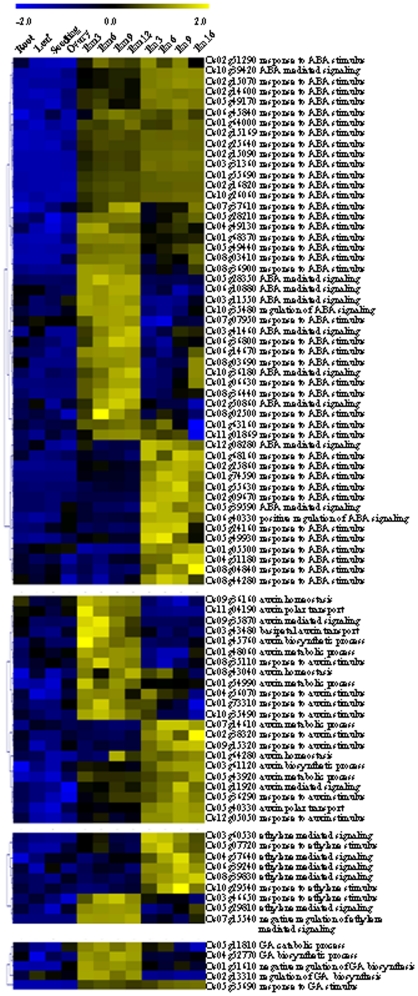
Expression patterns of genes involved in hormone biosynthesis and signaling, which are highly expressed in rice seeds. The expression data were normalized using Z score and genes involved in ABA, auxin, ethylene and gibberellin pathways were shown. The scale bar was shown at the top the figure.

Genes associated with auxin was less than that associated with ABA, and are involved in diverse functions including auxin biosynthetic and metabolic processes, polar auxin transport, auxin homeostasis and auxin-mediated signaling pathway. Six genes involved in ethylene-mediated signaling and 3 genes response to ethylene stimulus were highly expressed in seed. Four genes involved in the regulation of gibberellin metabolism were highly expressed in embryo, one of which encodes gibberellin 2-beta-dioxygenase 1 (Os05g11810). GASR6 (Os05g35690, gibberellin-regulated GASA/GAST/Snakin family protein precursor, which is responsive to gibberellin stimulus) was highly expressed in both embryo and endosperm (Figure 4).

Among the 12 hormone-related genes that were up-regulated during embryo development (Figure S4A), 5 were associated with ABA stimulus and 4 were associated with ethylene-mediated signaling, 2 were responsive to auxin stimulus, and one was involved in polar auxin transport (coding for N-1-naphthylphthalamic acid-binding protein). A gene (Os09g27820) encoding 1-aminocyclopropane-1-carboxylate oxidase 1, a rate-limiting enzyme in ethylene biosynthesis, was down-regulated during embryo development (Figure S4A). Among the 9 hormone-related genes associated with endosperm development, 6 genes were induced and 4 of them were involved in auxin response (Figure S4B).

### Expression patterns of ABA- and GA-biosynthesis genes

To further characterize the correlation of hormone biosynthesis and rice seed development, expression patterns of genes involved in hormone biosynthesis were analyzed. 9-cis-epoxycarotenoid dioxygenase (NCED) functions as a key enzyme in ABA biosynthesis (from 9′-cis-neoxanthin to xanthoxin) and the expression of candidate genes encoding NCED showed different patterns. Os12g42280 was highly expressed in rice seed and up-regulated during embryo development, while Os07g05940 was predominantly expressed in root and Os02g47510 was highly expressed in leaf and seedling, suggesting that Os12g42280 may function as a rate-limiting enzyme of ABA biosynthesis in rice seed. Besides to NCED, a gene (Os01g51860) encoding violaxanthin de-epoxidase that functions in the violaxanthin cycle at the upstream of ABA biosynthesis pathway [28], was induced during embryo and endosperm development. However, most of the genes involved in ABA biosynthesis were predominantly expressed in leaf or seedling, or in different tissues at similar level (Figure 5A). Differential expressions of genes encoding key enzymes of ABA biosynthesis at specific stages of seed development suggested the stringent control of ABA function at the synthetic level in rice seed.

**Figure 5:**
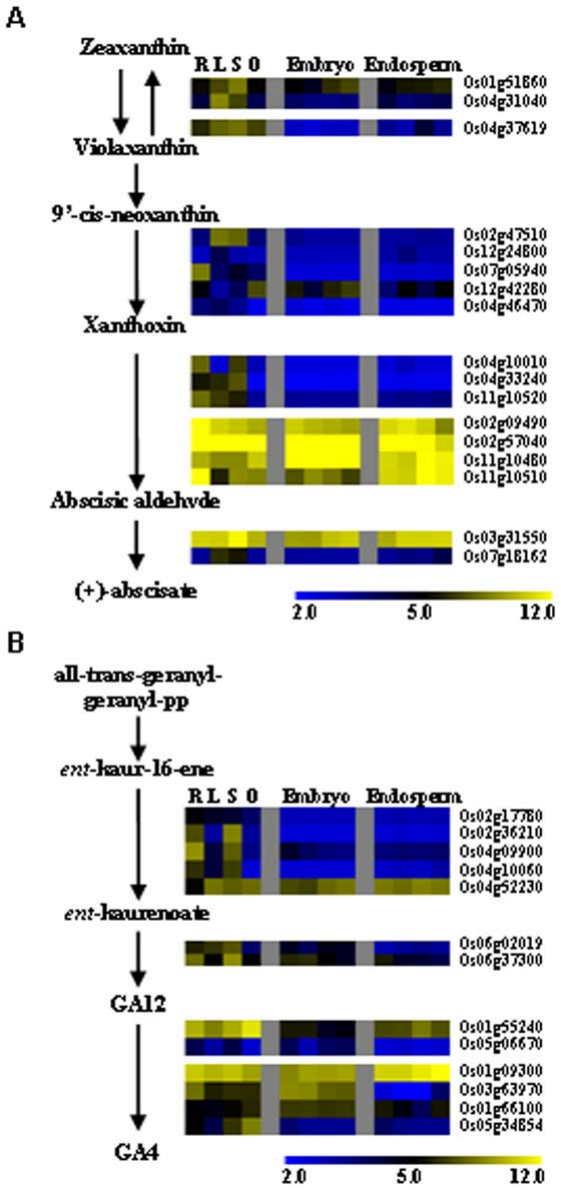
Expression patterns of genes involved in ABA and gibberellin biosynthesis during rice seed development. The ABA (A) and GA (B) biosynthesis pathways were from PlantCyc (www.plantcyc.org) and the expressions of relevant genes were log2 transformed. The expression of genes in root (R), leaf (L), seedling (S), ovary (O), embryo and endosperm were shown. The bar represented the scale of relative expression levels.

Gibberellin 20 oxidase (GA20ox) catalyzes GA12 to GA4 and is the key enzyme in gibberellin biosynthesis. Among the candidate genes encoding GA20ox, Os01g09300 is highly expressed in many tissues and Os03g63970 is predominantly expressed in rice embryo and slightly repressed during embryo development. Among the genes encoding *ent*-kaurene synthase and *ent*-kaurene oxidase, Os04g09900 is down-regulated during embryo development and Os06g37300 is down-regulated during embryo and endosperm development (Figure 5B). These results are consistent with the crucial roles of GA at the early stages of seed development.

### Identification of transcription factors associated with seed development

The expression patterns of transcription factors (TFs) coding genes were surveyed using the annotations from two rice TF databases: DRTF [29] and RiceTFDB [30]. Among the 2,346 TF genes in rice genome, 2,231 genes were present on GeneChip® and 1,645 TF genes were expressed in rice seed, 1,356 and 1,131 TF genes were expressed in embryo or endosperm respectively. Further analysis indicated that 85 and 74 TFs were specifically expressed in embryo or endosperm respectively, and 32 TFs were highly expressed in both embryo and endosperm, 27 and 32 TFs were up- or down-regulated during embryo and endosperm development respectively (Table S2). These TFs fell into several families including bZIP, CCAAT, PHD, AP2/EREBP, bHLH, and ABI3/VP1, and some *Arabidopsis* homologs have been reported to regulate seed development (Table 1). Interestingly, many of them were also reported being involved in hormone signaling [31]. Chi-square test analysis showed that members of bZIP, CCAAT, PHD, ABI3/VP1, GRF families were enriched in genes associated with seed development, and CCAAT family members were highly expressed in both embryo and endosperm, while ABI3/VP1 family members were predominantly expressed in embryo (Table S2).

**Table 1:** Functions of conserved seed development-associated transcription factors.

Gene	TF Family	Homolog	Functions of homolog in Arabidopsis
High in embryo			
Os01g19970	MYB	MYB12	Flavonoid biosynthesis
Os01g48060	ARF	ETT	Auxin signaling
Os01g51610	ABI3/VP1	**FUS3**	Embryo development, ABA signaling
Os01g52680	MADS	AGL8	Fruit development
Os02g13310	HB	ATH1	Shoot apical meristem
Os02g42950	YABBY	AFO	Abaxial cell type specification
Os06g10880	bZIP	ABF1	ABA signaling
Os06g14670	MYB	MYB43	Secondary cell wall synthesis
Os07g15540	Orphans	EIN4	Ethylene signaling
Os08g06370	G2-like	KAN2	Polarity regualtion
Os08g36700	HSF	HSFB4	Asymmetric stem cell division
Os08g42600	RB	RBR1	Cell cycle, seed development
Os09g35870	AUX/IAA	AXR3	Auxin signaling
Os11g03540	AP2/EREBP	WRI1	Fatty acid synthesis
Os11g19060	AP2/EREBP	BBM	Embryo development
Os11g40100	GIF	GIF2	Organ size control
High in endosperm			
Os05g49930	GRAS	GAI	GA signaling
Os05g39590	AP2/EREBP	ABI4	ABA signaling
Os05g41070	bZIP	AREB3	ABA signaling
Os08g39830	EIL	EIL3	Ethylene signaling
Os02g28580	Orphans	MEE46	Endosperm development
Os11g31360	NAC	NAM	Regulate embryo
Os02g34320	bHLH	RGE1	Expressed in endosperm, regulate embryo
Os01g62310	HB	WOX2	Embryo development
Os05g43380	CPP	TSO1	Regulation of meristem organization
High in embryo and endosperm			
Os02g49410	CCAAT	**LEC1**	Embryo development
Os01g68370	ABI3/VP1	ABI3	Seed development, ABA signaling
Os01g64000	bZIP	ABI5	Seed development, ABA signaling
Os08g40030	NAC	CUC3	Meristem initiation
Os06g42630	ABI3/VP1	**B3 family**	Seed specific expression
Induced or suppressed in embryo			
Os02g49370	CCAAT	**NF-YB6**	Seed specific expression
Os02g52780	bZIP	ABF2	ABA signaling
Os03g20780	EIL	EIN3	Ethylene signaling
Induced or suppressed in endosperm			
Os03g57190	TCP	TCP2	Cell differentiation, leaf morphogenesis
Os02g06910	ARF	ARF6	Response to auxin stimulus
Os01g57110	SNF2	EDA16	Embryo sac development
Os12g40900	AUX/IAA	IAA3	Regulates multiple auxin responses

The LOC prefixes of all TIGR locus identifiers were removed for convenience. TFs in bold are seed-specific TFs in *Arabidopsis*.

Gene clustering analysis of regulated TF genes revealed the similar regulation trends of TF genes in embryo and endosperm (Figure 6) and most of them were down-regulated during both embryo and endosperm development (blue line, Figure 6), same for up-regulated genes (red line, Figure 6). Eight TFs were highly expressed in endosperm at 16 DAF (Figure 6) and some of which had been reported to play roles in seed maturation. Three CCAAT-binding proteins, each of them belongs to three subfamilies (OsHAP2F/OsHAP3E/OsHAP5B) that might form a heterotrimeric complex to regulate transcription [32], were down-regulated during embryo development, indicating the important function of this complex during embryo development.

**Figure 6:**
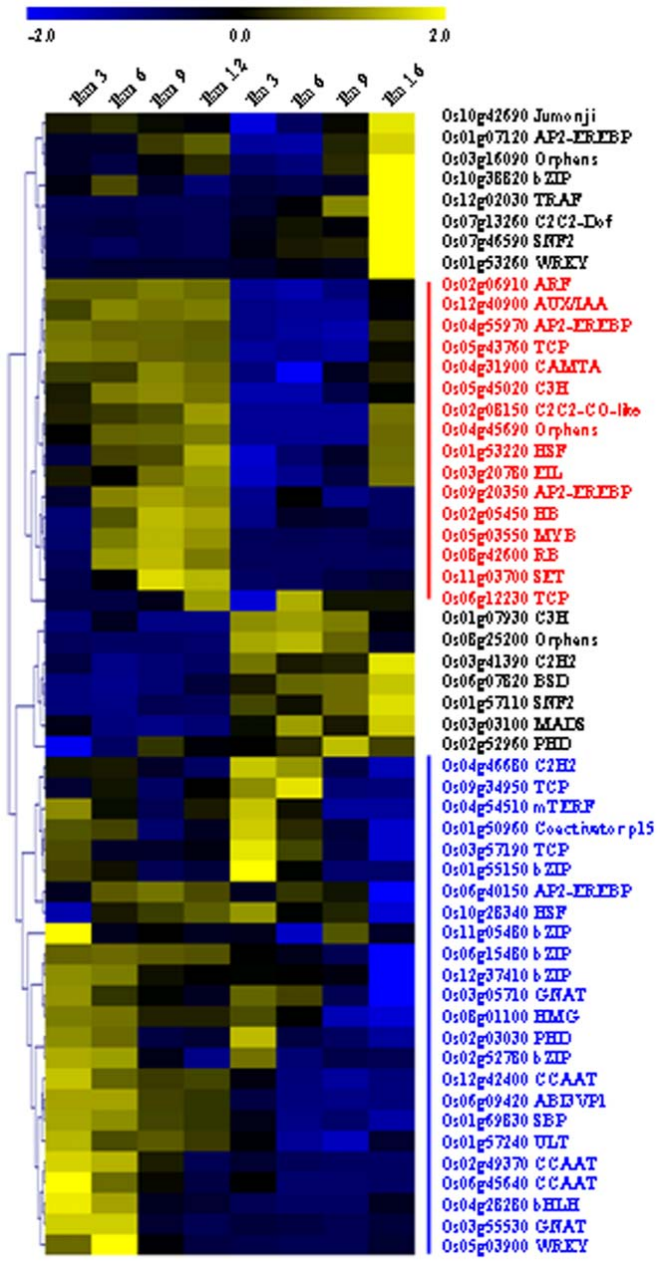
Expression patterns of transcription factor encoding genes during seed development. The expressions were normalized and the red or blue lines (words) indicate the up-regulated or down-regulated genes, respectively, during seed development. The scale bar was shown at the top the figure.

### Transcriptional networks controlling seed development

To elucidate the functions of individual TFs in seed development, gene co-expression network of these TFs was constructed using public available microarray dataset from GEO at NCBI. Only the microarrays of Affymetrix platform (GPL2025 in GEO) were used for analysis (refer to Materials and Methods section). After normalization, Pearson correlation coefficients (PCCs) between TFs and expressed genes in the whole genome were calculated and genes co-regulated with TFs were used for gene ontology (GO) annotation and network construction (Figure 7). Biological processes of these TFs were inferred during the analysis. The results revealed that TFs expressed in embryo, including 4 of GRF family and members of bHLH, bZIP, SBP families, were associated with genes involved in the regulation of cellular processes, such as DNA replication, cell proliferation, and cell cycle regulation (Figure 7B), while TFs expressed in endosperm and whole seed were mostly associated with genes involved in the regulation of nutrients storage and response to ABA. In addition, TFs associated with embryo development were highly expressed in both embryo and endosperm (Figure 7C), including the members of C2H2, HB, bHLH and AP2/EREBP families.

**Figure 7:**
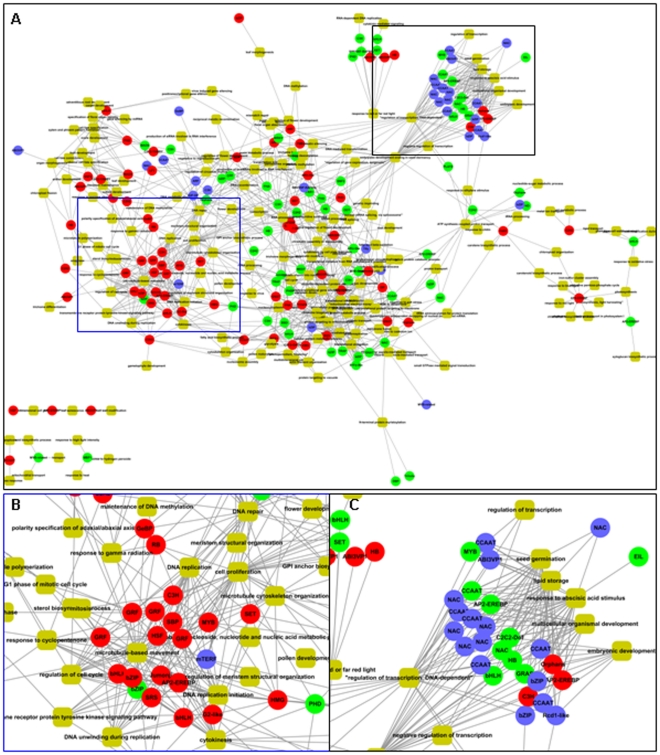
Transcriptional co-expression network involved in seed development. The relationship of transcription factors (circle) and the associated functions (yellow round rectangle) were shown as overview (A) and two modules predominantly expressed in embryo (B) and endosperm (C) respectively, were shown in detail. The circles with red, green and blue colors represent the transcription factors expressed in embryo, endosperm, or both embryo and endosperm.

Further analysis of the *cis*-elements in promoters of genes associated with seed development revealed that among the known *cis*-elements from PLACE [33], many *cis*-elements involved in the regulation of glutelin gene expression and ABA signaling were enriched in the promoters of genes predominantly expressed in endosperm and whole seed (Table S3). Several *cis*-elements associated with sugar and ethylene signalling were enriched in the promoters of genes in embryo, and an auxin responsive *cis*-element was enriched in genes regulated during embryo development (Table S3). In addition, *cis*-elements fell into bZIP, AP2 and B3 types were detected, which was consistent with the observation that members of these families were involved in seed development (Table S2).

In addition, many protein kinase genes were differentially expressed during seed development and/or predominantly expressed in seed (Table S4), of which two cell division cycle controlling proteins were highly expressed in both embryo and endosperm. Carbon catabolite derepressing protein kinase, also known as Sucrose Nonfermenting-1-Related Protein Kinase (SnRK), plays roles in carbohydrate metabolism regulation and two genes encoding SnRK were predominantly expressed in endosperm. Many receptor-like protein kinases (RLKs), calcium-dependent protein kinases and casein kinases were predominantly expressed in endosperm, some of which were regulated during endosperm development (Table S4). These protein kinases may cooperate with the transcriptional networks to refine the regulation of genes during seed development.

### Rice seeds are sensitive to low temperature at early stages of development and multiple biological processes are involved in the low temperature responses

Rice is sensitive to low temperature and rice leaves rolled accompanying with the increase of relative ion leakage in leaves when rice seedlings were treated at 6°C for 24 h, which could fully expand after 24 h of recovery [34]. Being a cold-sensitive cultivar, the development of ZH seed was delayed when treated at 14°C for two days at 4 DAF (Figure 8A). However, when treated at 10 DAF, there was no obvious difference at the appearance. This indicated that the development of rice seed at early stage was more sensitive to chilling temperature. In contrast with ZH, cultivar Hanfeng (HF) showed chilling tolerance at the early stage of seed development and similar seed appearance were observed with or without low temperature treatment (Figure 8A).

**Figure 8:**
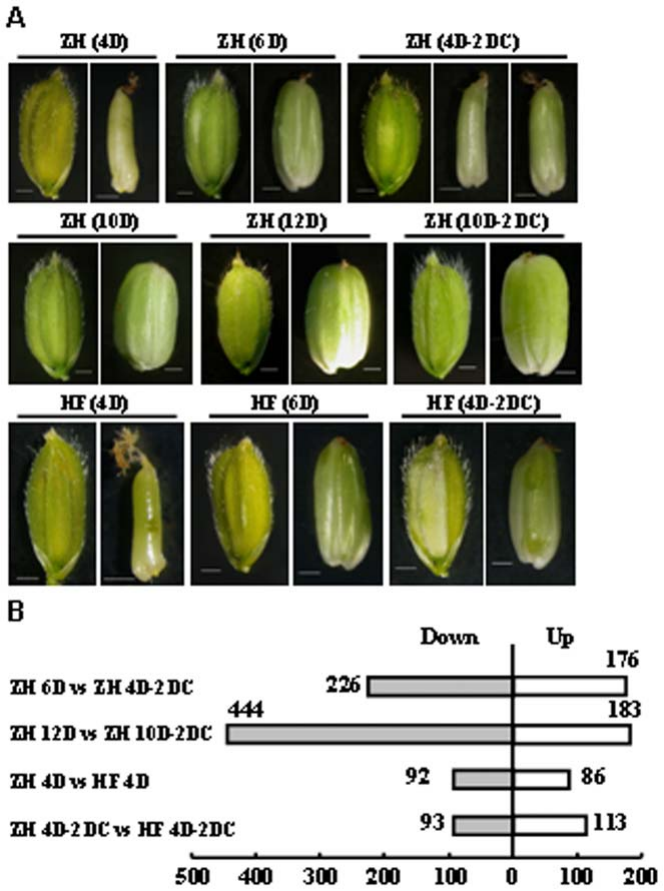
Regulated genes in chilling response of rice seeds. A. Low temperature treated rice seed of Zhonghua 11 (ZH) and Hanfeng (HF). Developing seeds of ZH and HF at 4 DAF were treated at 14°C for 2 days (4 D-2 DC) and seeds developed for 6 days (6 D) were used as control. Developing seeds of ZH at 10 DAF were treated at 14°C for 2 days (10 D-2 DC) and ZH seeds developed for 12 days (12 D) were used as control. Appearance of glumes and grains were shown under each treatment. Bar = 1 mm. B. Numbers of genes regulated by low temperature. ZH or HF represents the Zhonghua 11 or Hanfeng variety. “C” indicates the low temperature treatment; “D” indicates days after fertilization. Rice plants at 4 or 10 days after fertilization were treated with low temperature (14°C) for 2 days (ZH 4D-2DC, ZH 10D-2DC and HF 4D-2DC), with corresponding controls growing at normal temperature (ZH6 D, ZH 12D, HF6D). In each comparison, “Up” indicates number of genes higher expressed in later group, whereas “Down” indicates number of genes lower expressed in later group.

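Whole seeds of Zhonghua 11 (ZH), a cold-sensitive japonica rice, and of Hanfeng (HF), a cold-resistant one, were hybridized to Affymetrix rice genome arrays with and without 2 days at low temperature (14°C). The plants had grown at 28°C by day and 22°C by night. ZH seeds at normal temperature were collected at 4, 6, 10 and 12 days after fertilization (ZH 4D, ZH 6D, ZH 10D and ZH 12D), and treated ZH seeds after 2 days at 14°C from 4 or 10 DAF (ZH 4D-2DC and ZH 10D-2DC). HF seeds were collected at 4 DAF (HF 4D) and after 2 days at 14°C from 4 DAF (HF 4D-2DC). The legend of Figure 8 names HF6D as the control of HF 4D-2DC, whereas the array labels name HF 4D, so that HF 4D-2DC and HF 4D seeds differed in both treatment and age. Each of the 8 conditions had 2 arrays, labelled as biological replicates 1 and 2. The labels do not say whether these came from separate plants, and the p-values given here measure only the spread between these samples. The values of the 57381 probe sets were linear MAS5 signals, scaled by the authors to a 2% trimmed mean of 500 on every array, whereas the paper's methods name GC-RMA. They were compared as log2(signal + 16), and the 34331 probe sets with a mean above the 40th percentile that were not array controls were tested with limma, in which the 8 groups shared an estimate of the spread. Probe sets were counted at the methods' threshold, an unadjusted p under 0.05 and a change of over 2-fold, and single probe sets were called at a Benjamini-Hochberg adjusted p under 0.05. Where no adjusted p is given for a named gene, it rounded to 1.00. Median signal was 85.9 to 172 on the 8 arrays of replicate 1 and 49.8 to 60.1 on the 8 arrays of replicate 2, so that differences are also given within each replicate number, and counts also with replicate number as a block. The 2 arrays per condition limit the precision of every value. Genes were grouped in lists by function, with the probe set of the highest mean for each gene. The shift of a list is the mean log2 difference of its members minus the median of all tested probe sets, which was between -0.10 (HF 4D-2DC minus ZH 4D-2DC) and 0.04 (ZH 4D-2DC minus ZH 6D) in the 4 main comparisons. Lists were compared with all other probe sets by camera at a preset correlation of 0.01, adjusted over the 47 lists of a comparison. No member of any list passed an adjusted p under 0.05 over all probe sets tested, and in the lists described at each claim none passed when adjusted over the list alone unless a count is given.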

To identify genes involved in the cold resistance, total RNAs of both ZH and HF seeds before and after low temperature treatment at two stages (4 or 10 DAF) were extracted, following by microarray hybridizations. Totally eight samples were collected and each sample has two biological replicates. 

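In ZH seeds treated from 4 DAF, transcripts of the small heat shock protein HSP18.1 and of UMPS2, an enzyme of pyrimidine synthesis, had log2 differences from ZH 6D seeds of 2.97 (standard error 1.22) and 2.42 (standard error 0.99). The small heat shock protein HSP26.7 had one of -3.10 (standard error 0.96), ILL8, of the family that releases auxin from its conjugates, of -2.51 (standard error 0.92) and the alcohol dehydrogenase Adh2 of -1.69 (standard error 0.71). In ZH seeds treated from 10 DAF, the heat stress transcription factor HSFA2A had a log2 difference from ZH 12D seeds of 3.82 (standard error 1.28) and PP2C68, a protein phosphatase of ABA signaling, of 3.07 (standard error 1.11). The B-box protein DBB1 had a log2 difference of -3.17 (standard error 0.80), the protein kinase CIPK10 of -2.99 (standard error 0.93) and GH3.6, which conjugates auxin to amino acids, of -2.73 (standard error 0.70). These genes were chosen after their values were seen, from the probe sets of named genes past the methods' threshold, of which 23 were higher and 11 lower after treatment at 4 DAF and 33 were higher and 35 lower at 10 DAF. In ZH 4D-2DC against ZH 6D, 222 probe sets were higher and 193 lower at the methods' threshold. In ZH 10D-2DC against ZH 12D, 363 were higher and 498 lower. No probe set passed an adjusted p under 0.05 from limma in either comparison, here or under any alternative setting. Data were also simulated for the first comparison, with an effect of replicate number and few probe sets changed. There 688 of the unchanged probe sets were past the methods' threshold, or 1728 with replicate number as a block. Every probe set with an unadjusted p under 0.05 in these comparisons also differed by over 2-fold, so that the counts at that p are the same. With replicate number as a block, 600 were higher and 528 lower at 4 DAF, and 954 were higher and 1122 lower at 10 DAF. Across probe sets, which are not independent replicates, the differences of replicates 1 and 2 had a Pearson correlation of 0.145 at 4 DAF and of 0.125 at 10 DAF. Single arrays moved these counts by over 1.5 times, and leaving out an array also left the groups unequal in replicate number. At 4 DAF, 129 were higher and 103 lower without ZH 6D replicate 1, 629 were higher without ZH 6D replicate 2 and 441 were lower without ZH 4D-2DC replicate 2. At 10 DAF, 821 were lower without ZH 10D-2DC replicate 1, 709 were higher and 766 lower without ZH 10D-2DC replicate 2, 307 were lower without ZH 12D replicate 1, and 573 were higher and 274 lower without ZH 12D replicate 2. Median centring gave 173 higher and 507 lower at 10 DAF.

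**Figure D1:**
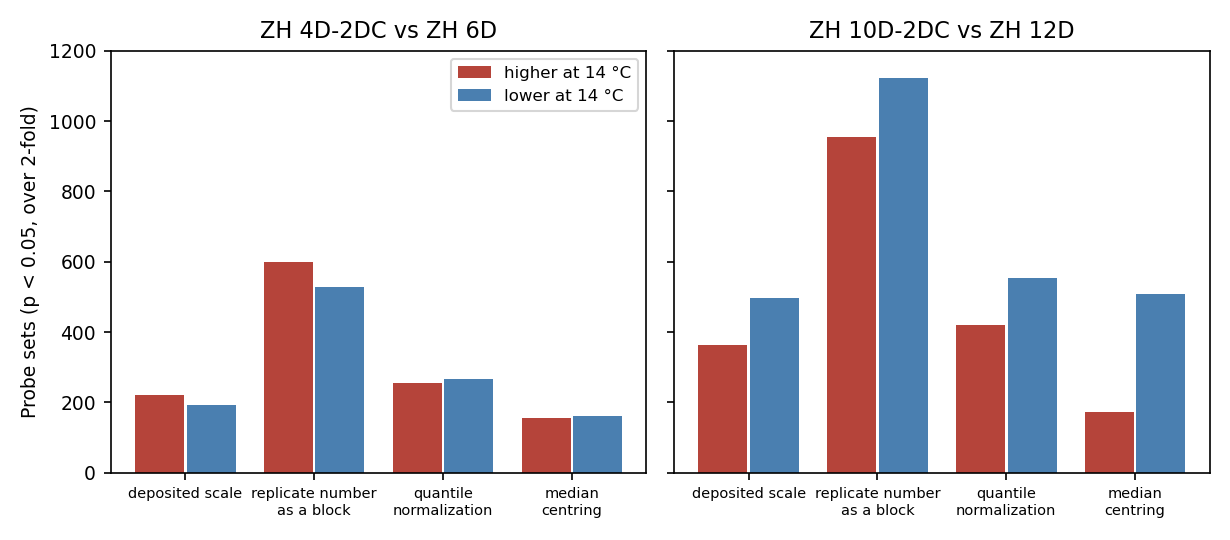
Probe sets higher and lower at the methods' threshold in ZH 4D-2DC against ZH 6D and in ZH 10D-2DC against ZH 12D. Each bar starts at 0 and shows a count on the deposited scale, with replicate number as a block, with quantile normalization, or with median centring. The bars reach from 156 to 1122 probe sets.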

Among the genes regulated by low temperature in ZH, the numbers of down-regulated genes were much more than the up-regulated ones (Figure 8B), which was different from the observation in *Arabidopsis* seedling [35]. To confirm whether the difference was due to the species, the raw data of low temperature response transcriptome of rice seedling (GSE6901) was downloaded from GEO at NCBI [36] and analysis showed that 912 or 826 genes were up- or down-regulated by low temperature in rice seedling respectively (same analysis pipelines as in rice seed were applied), which was consistent with that in *Arabidopsis* seedling but different from gene regulation in rice seed.

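At 4 DAF and normal temperature, the zinc finger gene OsC3H2 had a log2 difference between HF and ZH seeds of 3.86 (standard error 0.66, adjusted p = 0.228), and of 4.25 and 3.48 within replicates 1 and 2. After low temperature the log2 difference of OsC3H2 was 3.73 (standard error 0.66, adjusted p = 0.197). The small heat shock protein HSP17.9A differed between HF 4D-2DC and ZH 4D-2DC seeds by 2.82 (standard error 0.67, adjusted p = 0.910), and between HF 4D and ZH 4D seeds by 2.54 (standard error 0.67). The storage protein gene RA17 differed between HF 4D-2DC and ZH 4D-2DC by -7.02 (standard error 1.47, adjusted p = 0.492). The metallothionein MT-2 differed by -3.27 between HF 4D and ZH 4D (standard error 1.08), and the calmodulin-like gene CML24 by -2.08 between HF 4D-2DC and ZH 4D-2DC (standard error 0.88). These genes were chosen after their values were seen, from the probe sets of named genes past the methods' threshold, of which 22 were higher and 8 lower in HF at normal temperature and 8 were higher and 13 lower after low temperature. At the methods' threshold, 310 probe sets were higher and 334 lower in HF 4D than in ZH 4D, and 105 were higher and 340 lower in HF 4D-2DC than in ZH 4D-2DC. Both totals were below 0.05 of the tested probe sets, the share expected at that p if none had changed. At an adjusted p under 0.05, 1 probe set with no gene in the annotation was lower in HF at both temperatures, by -5.82 and -4.63 (adjusted p = 0.0105 and 0.0324). After low temperature, probe sets of LOC4325215 and LOC9271834, which have no name, were also called higher in HF, by 6.98 and 4.91, and 1 other probe set with no gene was called lower, by -4.53 (adjusted p = 0.0324 each). With replicate number as a block, more probe sets were called at both temperatures. Among them LOC4325215 was also higher in HF at normal temperature, by 6.85 (adjusted p = 0.00178 from limma). Of the probe sets at the methods' threshold, 53 were higher in HF at both temperatures, 60 were lower at both, and 3 had opposite directions. If the comparisons were independent, 0.948 higher and 3.31 lower ones would be shared by chance. No array is in both comparisons, but both used the same estimate of the spread for each probe set. Probe sets with a low estimate are more likely to pass in both, so that these chance numbers are too low. The hypergeometric p was 8.87e-81 for the higher and 2.84e-57 for the lower ones. It assumes independent comparisons and independent probe sets, so that no conclusion is drawn from it. A low spread favours neither direction, and all but 3 of the shared probe sets kept theirs. The test of whether low temperature changed the difference between the cultivars had 0 probe sets at an adjusted p under 0.05 from limma under every setting, and 51 higher and 194 lower at the methods' threshold. With replicate number as a block, 820 were higher and 784 lower at normal temperature, and 245 were higher and 797 lower after low temperature. Quantile normalization gave 190 higher and 290 lower after low temperature, and median centring gave 131 higher and 154 lower there and 197 higher and 317 lower at normal temperature. The differences of the replicates had a correlation across probe sets of -0.235 at normal temperature and of 0.0544 after low temperature. Without HF 4D replicate 1, 519 were lower at normal temperature, without HF 4D replicate 2, 1182 were higher and 991 lower, and without ZH 4D replicate 2, 1168 were higher and 793 lower. After low temperature, 318 were higher without ZH 4D-2DC replicate 2, 216 were lower without ZH 4D-2DC replicate 1 and 523 were lower without HF 4D-2DC replicate 2.

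**Figure D2:**
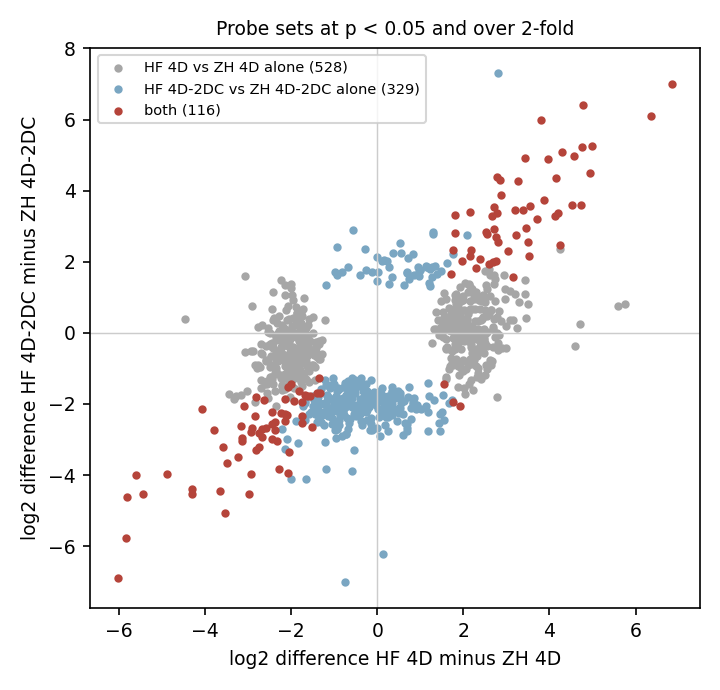
Log2 difference HF 4D-2DC minus ZH 4D-2DC against HF 4D minus ZH 4D, for probe sets at the methods' threshold. Each point is a probe set, colored by whether it met the threshold at normal temperature alone (528 probe sets), after low temperature alone (329) or at both (116).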

Comparison analysis showed that more genes are differentially expressed genes in ZH and HF under low temperature than at normal temperature (Figure 8B), indicating more genes are responsive to low temperature rather than constitutive expressed. Further analysis of the biological processes of the low temperature regulated genes showed that genes in cold acclimation process were significantly up-regulated at both two stages (Table 2) and genes involved in heat response and signal transduction components of plant hormones were also regulated by low temperature. 

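In seeds treated from 10 DAF, small heat shock proteins, chaperones that bind unfolding proteins, rose as a group against ZH 12D seeds. Their shift was 1.14 over 17 members (adjusted p = 1.21e-05), 14 members lay above the median of all probe sets and 3 below it, and 6 were higher and none was lower at the methods' threshold. The shift was 0.94 and 1.33 within replicates 1 and 2, and the adjusted p was 0.0562 with an estimated correlation and 0.000199 with replicate number as a block (6.92e-07 to 0.0562 over all alternatives with camera). HSP16.9A had a log2 value of 14.92 ± 0.64 (SD, n = 2) in ZH 10D-2DC and 14.87 ± 0.39 (SD, n = 2) in ZH 12D, and its sign turned with quantile normalization and with median centring (-0.11 and -0.15). HSP17.9A differed by 0.43 (standard error 0.67), and HSP17.4, chosen after its value was seen, by 3.00 (standard error 0.83). At 4 DAF the same list had a shift of -0.03 and a median of 0.32, camera's direction was up, and 1 member was higher and 1 lower at the methods' threshold (adjusted p = 0.957). The cold acclimation list, of 12 genes such as dehydrins and low temperature induced membrane proteins, did not pass the test at either stage. Its shift was 0.07 at 4 DAF (adjusted p = 0.971, 9 members above the median and 3 below) and 0.72 at 10 DAF (adjusted p = 0.0947, 10 above and 2 below), and no member met the methods' threshold at either stage. LTI6B, a membrane protein of the cold response, differed at 10 DAF by 1.11 (standard error 0.75) and the dehydrin RAB21 by 0.53 (standard error 1.74). With a pseudocount of 64 the list's adjusted p at 10 DAF was 0.0384, with the filter at the 60th percentile 0.0282, with all probe sets of its genes 0.0270, and with quantile normalization and the block together 0.0287. The list was not called with an estimated correlation. The 20 heat stress transcription factors had a shift of 0.38 at 4 DAF (adjusted p = 0.214, 13 above and 7 below) and of 0.48 at 10 DAF (adjusted p = 0.194, 11 above and 9 below). At the methods' threshold 1 was higher at 4 DAF and 2 were higher at 10 DAF, of which 1 also passed when adjusted over the list alone, and none was lower. HSFA2D and HSFB1 differed at 4 DAF by 0.28 (standard error 1.22) and 0.52 (standard error 0.82). Without ZH 4D-2DC replicate 1 the list's shift at 4 DAF was 0.74. At 10 DAF its adjusted p was 0.0123 with the filter at the 60th percentile, 0.0218 with all probe sets of its genes and 0.0322 with quantile normalization and the block together. With an estimated correlation it was not called at either stage.

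**Figure D3:**
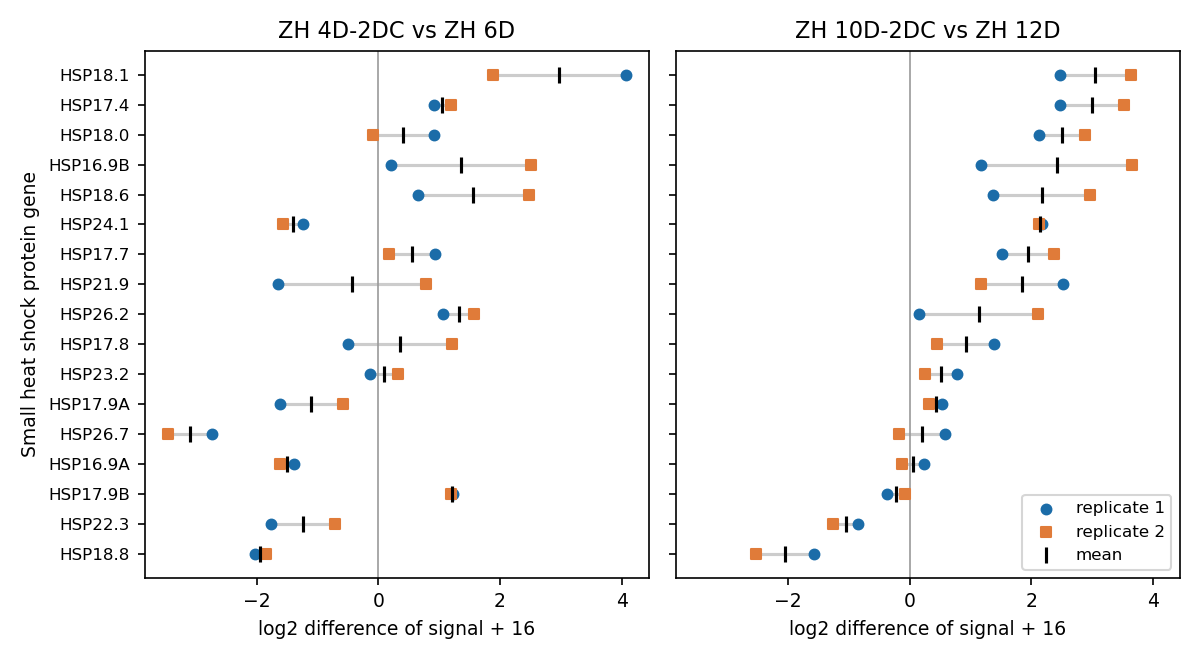
Log2 differences of the 17 small heat shock proteins after low temperature at 4 DAF and at 10 DAF, within replicate 1 and within replicate 2. Each point is a gene, and the shift of the list is 1.14 at 10 DAF and -0.03 at 4 DAF.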

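Auxin genes (synthesis, transport, conjugation and signaling) lay above the other probe sets in ZH 4D-2DC against ZH 6D, without passing the test. The shift of the 63 members was 0.33 at 4 DAF (adjusted p = 0.152), 44 lay above the median of all probe sets and 19 below it, and the shift was 0.24 and 0.44 within replicates 1 and 2. The adjusted p was 0.959 with an estimated correlation. With replicate number as a block it was 0.0318, without a filter it was 0.0350, and with quantile normalization and the block together 0.0191. It was 0.000108 without ZH 4D-2DC replicate 1 (shift 0.83) and 0.0182 without ZH 6D replicate 2 (shift 0.76), and the shift was -0.17 without ZH 4D-2DC replicate 2 and -0.05 without ZH 6D replicate 1. The members at the methods' threshold were ILL8 and GH3.6, both lower, the latter with a log2 difference of -1.66 (standard error 0.70). The auxin signaling repressors IAA21 and IAA17 differed by 0.25 (standard error 0.82) and -0.17 (standard error 1.04). At 10 DAF the shift was 0.01 (adjusted p = 0.868) and turned negative with quantile normalization. For the 24 genes of ABA synthesis and signaling the shift was 0.26 at 4 DAF (adjusted p = 0.301, 15 above and 9 below; none at the methods' threshold), and 0.79 without ZH 4D-2DC replicate 1 (adjusted p = 0.00181). TRAB1, a bZIP factor of ABA signaling, differed by 0.15 (standard error 0.62) and the phosphatase OsPP2C06 by 0.90 (standard error 0.71). At 10 DAF the ABA list had a shift of 0.17 and a median of -0.10 (adjusted p = 0.868), with 2 members higher at the methods' threshold and none lower. The 5 genes of brassinosteroid metabolism had a shift of 0.09 at 4 DAF, where camera's direction was down (adjusted p = 0.983), and of -0.31 at 10 DAF (adjusted p = 0.868, 5 of 5 below the median; none at the methods' threshold). The 10 DAF shift was -1.48 within replicate 1 and 0.85 within replicate 2 and thus did not hold within both. CYP85A1, an enzyme of brassinosteroid synthesis, and CYP734A6, of its inactivation, differed at 10 DAF by -0.80 (standard error 2.12) and -0.21 (standard error 0.89). The 27 cytokinin genes had a shift of 0.18 at 4 DAF (adjusted p = 0.506, 18 above and 9 below) and of -0.06 at 10 DAF (adjusted p = 0.956, 11 above and 16 below). The 4 DAF shift was 0.77 without ZH 4D-2DC replicate 1 (adjusted p = 0.00451) and -0.42 without ZH 4D-2DC replicate 2. At the methods' threshold no cytokinin gene was higher or lower at 4 DAF, and 1 was higher and 1 lower at 10 DAF. The phosphotransfer protein AHP2 and the response regulator RR42 differed at 4 DAF by -0.38 (standard error 0.55) and 0.28 (standard error 0.76).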

Genes related to auxin and ABA signaling were up-regulated, whereas those of brassinosteroids biosynthesis and cytokinin signaling were down-regulated by low temperature at 4 DAF or 10 DAF respectively, suggesting the complex regulation by hormones in response to low temperature during seed development.

**Table 2:** Genes associated with different biological processes regulated by low temperature in Zhonghua 11.

GO ID	GO terms	Up_4	Do_4	Up_10	Do_10
Temperature response					
GO:0009408	Response to heat	4.500	7.000	45.600	-
GO:0010286	Heat acclimation	1.780	1.730	26.400	-
GO:0009631	Cold acclimation	2.820	-	2.880	-
GO:0009266	Response to temperature stimulus	2.550	-	2.610	-
Hormone					
GO:0009851	Auxin biosynthetic process	3.560	-	-	1.410
GO:0009734	Auxin mediated signaling pathway	-	-	2.280	-
GO:0009733	Response to auxin stimulus	1.569	-	-	-
GO:0009737	Response to ABA stimulus	-	-	3.500	-
GO:0009788	Negative regulation of ABA mediated signaling	3.147	-	-	-
GO:0009735	Response to cytokinin stimulus	-	-	-	2.640
GO:0016132	Brassinosteroid biosynthetic process	-	4.330	-	-
Chloroplast organization					
GO:0010020	Chloroplast fission	4.821	-	4.931	-
GO:0009658	Chloroplast organization and biogenesis	4.510	-	4.623	-
GO:0045037	Protein import into chloroplast stroma	3.809	-	3.896	1.515
Biosynthetic and metabolic process					
GO:0016117	Carotenoid biosynthetic process	8.264	-	2.283	-
GO:0006807	Nitrogen compound metabolic process	-	3.481	-	5.233
GO:0009718	Anthocyanin biosynthetic process	-	3.725	-	-
GO:0009089	Lysine biosynthetic process via diaminopimelate	-	-	4.189	-
GO:0005986	Sucrose biosynthetic process	-	-	3.043	-
GO:0016051	Carbohydrate biosynthetic process	-	-	-	2.831
GO:0005975	Carbohydrate metabolic process	-	-	-	2.643
Cellular process					
GO:0006298	Mismatch repair	25.996	-	-	-
GO:0006281	DNA repair	-	-	-	8.891
GO:0006974	Response to DNA damage stimulus	4.428	-	-	-
GO:0000911	Cytokinesis by cell plate formation	2.678	-	-	3.853
GO:0006260	DNA replication	2.645	-	-	3.664
GO:0007018	Microtubule-based movement	-	-	-	3.043
GO:0016049	Cell growth	-	-	-	2.551
GO:0006355	Regulation of transcription	-	1.813	-	-

“Up_4” or “Up_10” indicated the up-regulated genes by low temperature at 4 or 10 days after fertilization; “Do_4” or “Do_10” indicated the down-regulated genes by low temperature at 4 or 10 days after fertilization. Chi-square test was performed to test the enrichment of each GO term. The data indicates −log10 (P value). “-” indicated the corresponding genes were not enriched for the GO term.

Photosynthetic apparatus, especially the electron transport chain, is one of the main targets under low temperature stress [37]. Indeed, genes in chloroplast organization and chloroplast fission were up-regulated under low temperature in seed. Furthermore, genes of lysine and sucrose biosynthesis were induced to provide numerous compatible solutes for cellular water homeostasis during low temperature stress in rice seed (Table 2), and genes involved in ion transport were up-regulated by low temperature, which will maintain the ion homeostasis.

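Of 24 genes of chloroplast organization and protein import, 11 lay above the median of all probe sets and 13 below it in ZH 4D-2DC against ZH 6D, and the same numbers did so in ZH 10D-2DC against ZH 12D. The shift of the list was 0.02 at 4 DAF (adjusted p = 0.826) and -0.13 at 10 DAF (adjusted p = 0.868), and no member was past the methods' threshold at either stage. At 4 DAF the shift was 0.09 within replicate 1 and -0.03 within replicate 2. TOC75, the channel of the outer envelope through which proteins enter the chloroplast, had a log2 value of 13.91 ± 1.14 (SD, n = 2) in ZH 4D-2DC and a log2 difference of -0.81 (standard error 1.09). The stromal chaperone CLPC1 differed by 0.02 (standard error 0.66). Genes of chloroplast fission were too few on the array annotation for a list of their own and were not tested.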

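Genes of lysine synthesis, sucrose synthesis and ion transport had small shifts in ZH seeds after low temperature, and none of the 3 lists passed the test. The 5 genes of lysine synthesis had a shift of -0.14 at 4 DAF (adjusted p = 0.784) and of -0.17 at 10 DAF (adjusted p = 0.868), with 1 member above the median of all probe sets and 4 below it at both stages and none past the methods' threshold. The aminotransferase DAP-AT and the decarboxylase LYSA, both of the lysine pathway, differed at 4 DAF by 0.37 (standard error 0.66) and -0.33 (standard error 0.63). The 5 genes of sucrose synthesis had a shift of 0.19 at 4 DAF (adjusted p = 0.957) and of -0.12 at 10 DAF, where their median was 0.13 (adjusted p = 0.868), and none met the methods' threshold. The sucrose phosphate synthase OsSPS4F and the sucrose phosphatase OsSPP2 differed at 4 DAF by 0.15 (standard error 0.69) and 0.10 (standard error 1.31). Among 86 genes of ion transport, 54 lay above the median and 32 below it at 4 DAF (shift 0.17, adjusted p = 0.354), and 47 above and 39 below at 10 DAF (shift 0.16, adjusted p = 0.791). The copper transporter COPT1, chosen after its value was seen, was the only member past the methods' threshold at 4 DAF, with a log2 difference of 2.02 (standard error 0.68), and none was past it at 10 DAF. The potassium transporter HAK5 and the magnesium transporter MRS2-I differed at 4 DAF by 0.13 (standard error 0.59) and 0.25 (standard error 0.61). Without ZH 4D-2DC replicate 1 the ion transport list had a shift of 0.47 (adjusted p = 0.00964) at 4 DAF, and without ZH 4D-2DC replicate 2 the shift was -0.14.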

### Expression patterns of genes in chilling response and tolerance

To characterize the functions of genes regulated by low temperature in rice seed, the expression patterns of these genes at normal temperature were analyzed. 

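Small heat shock proteins and ribosomal proteins passed the test of a difference between the stages in the response to low temperature, and neither did so with an estimated correlation. In the test of the difference, the response at 4 DAF minus that at 10 DAF, the 17 small heat shock proteins had a shift of -1.19 (adjusted p = 0.00108, 3 above the median of all probe sets and 14 below; -1.16 within each replicate number). The adjusted p was 0.179 with an estimated correlation, 0.0897 without ZH 12D replicate 2 and 0.0840 without ZH 4D-2DC replicate 1 (7.50e-05 to 0.179 over all alternatives with camera). All 22 ribosomal proteins lay below the median, with a shift of -0.67 (adjusted p = 0.00783, -0.18 and -1.10 within replicates 1 and 2) and none past the methods' threshold. Their adjusted p was 0.953 with an estimated correlation and 0.620 with quantile normalization, and it passed 0.05 without ZH 10D-2DC replicate 2 (0.211), ZH 12D replicate 2 (0.25), ZH 4D-2DC replicate 2 (0.480) or ZH 6D replicate 1 (0.157), with a range of 6.30e-05 to 0.953 over all alternatives with camera. The 11 seed storage proteins, glutelins and prolamins of the endosperm, had a shift of -0.62 at 4 DAF (adjusted p = 0.352, 2 above and 9 below) and of 0.18 at 10 DAF (adjusted p = 0.868, 7 above and 4 below), and none met the methods' threshold at either stage. The glutelin GLUB-5 had a log2 value of 15.58 ± 0.82 (SD, n = 2) in ZH 4D-2DC and of 16.47 ± 1.61 (SD, n = 2) in ZH 6D, a log2 difference of -0.89 (standard error 1.74). RA14 differed by -0.57 (standard error 1.56) and by 0.07 with quantile normalization. The 9 genes of starch synthesis had a shift of -0.08 at 4 DAF (adjusted p = 0.983, 3 above and 6 below; 0 past the methods' threshold), which was 0.15 with quantile normalization. The branching enzyme Sbe1 and the granule-bound starch synthase GBSS1 differed by -0.68 (standard error 1.22) and -0.52 (standard error 1.43), the latter by 0.17 with quantile normalization. Of the probe sets at the methods' threshold, 53.5% were higher at 4 DAF and 42.2% at 10 DAF, and 25.4% at 10 DAF with median centring. At both stages fewer were past it than would be expected at that p if none had changed, so that no conclusion is drawn from these percentages. Without a filter 651 were higher and 509 lower at 10 DAF, and higher ones also outnumbered lower ones there without ZH 12D replicate 2. At 4 DAF with median centring 156 were higher and 161 lower. On the deposited scale the sets of both stages shared 46 probe sets. Probe set by probe set, 0 differed between the stages at an adjusted p under 0.05 from limma under every setting, and 213 were higher and 216 lower at the methods' threshold.

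**Figure D4:**
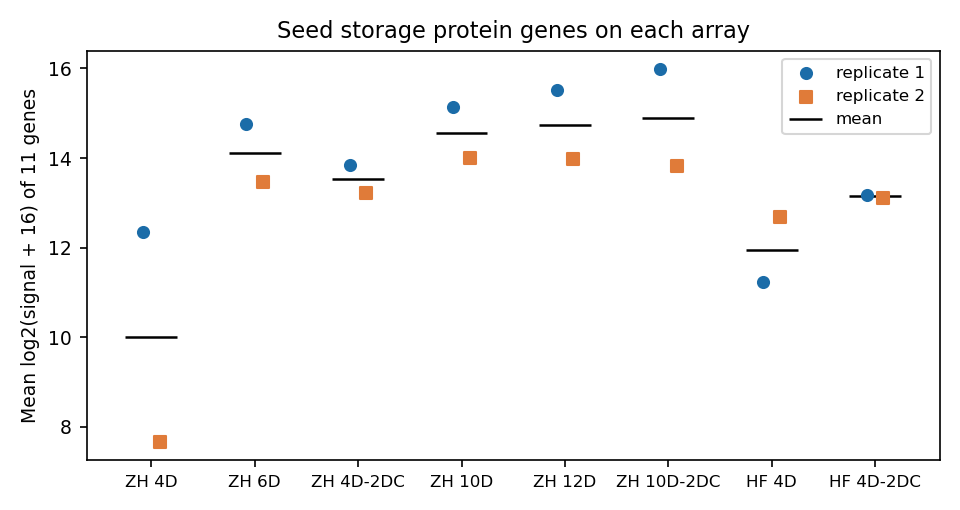
Mean log2 value of the 11 storage proteins on each array, by condition, with replicates 1 and 2 as separate points. The lowest array is ZH 4D replicate 2, at 7.67, against 12.34 for ZH 4D replicate 1, and the highest is ZH 10D-2DC replicate 1, at 15.98.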

Most of the regulated genes by low temperature at early stage (4–6 DAF) were down-regulated, whereas the numbers of up-regulated and down-regulated genes were similar at later stage (10–12 DAF, Figure 9). Some seed development associated TFs were regulated under low temperature (Table S5), indicating the close link between these two processes and involvement of multiple processes in low temperature responses. For example, MBF1c (multi-protein bridging factor 1c, involved in temperature response [38]) is predominantly expressed in endosperm and down-regulated by low temperature. 

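PRR1, which the annotation also names TOC1, had a log2 value of 8.79 ± 0.07 (SD, n = 2) in ZH 4D-2DC and of 9.90 ± 0.40 (SD, n = 2) in ZH 6D, a log2 difference of -1.11 (standard error 0.62), and differed by -1.45 at 10 DAF. PCL1 differed by -1.25 at 4 DAF (standard error 0.73), which is 2.38-fold and was 1.29-fold without ZH 4D-2DC replicate 2 and 4.38-fold without ZH 4D-2DC replicate 1, and by -1.92 at 10 DAF. Both were lower within each replicate number at both stages, and both met the methods' threshold at 10 DAF only. The 7 genes of the circadian clock did not pass the test, with a shift of -0.11 at 4 DAF (adjusted p = 0.701, none past the methods' threshold), which turned to 0.10 without ZH 6D replicate 1 and 0.063 with all probe sets of each gene, and of -0.55 at 10 DAF (adjusted p = 0.237, 2 lower), with 2 members above the median of all probe sets and 5 below it at both stages. The paper's Table S5 gives HSFB2B as the Arabidopsis homolog of a rice locus, whose number could not be matched to the annotation used here. The heat stress transcription factors of class B2 are therefore all given. HSFB2A was measured by a pair of probe sets and differed by 0.93 (standard error 0.65) and 1.36 (standard error 0.64) at 4 DAF and by 3.26 and 3.55 at 10 DAF. HSFB2B differed by 1.52 at 4 DAF (0.73 without ZH 6D replicate 1) and 1.78 at 10 DAF (0.80 without ZH 12D replicate 2), with a standard error of 1.07. HSFB2C differed by -2.60 at 4 DAF and -2.56 at 10 DAF (standard error 0.83) on 1 probe set, and by -0.29 and -0.21 at 4 DAF and 0.65 and 0.22 at 10 DAF on the other ones.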

RRTF1 (redox responsive transcription factor 1) and HSFB2B (class B-heat shock factor), and two TFs, TOC1 [39] and PCL1 [40], function in circadian rhythm regulation and are down-regulated under low temperature.

**Figure 9:**
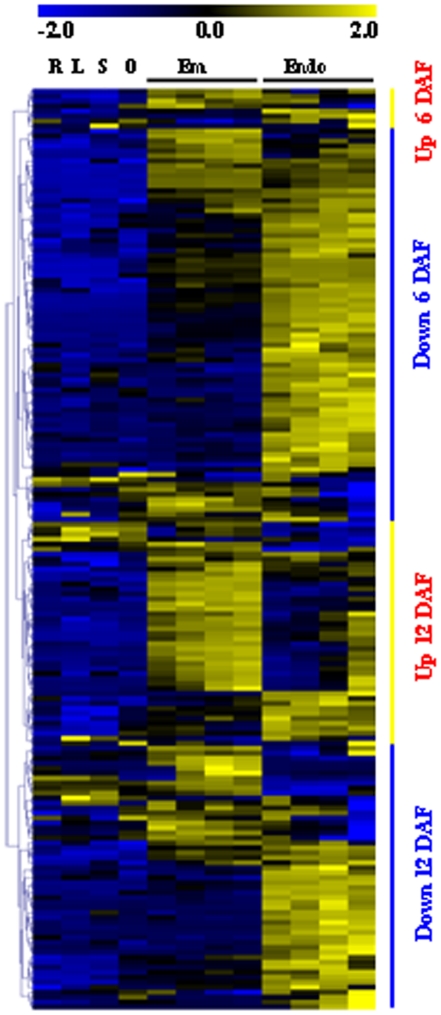
Expression patterns of seed development associated genes regulated by low temperature. The vertical bar indicated the pattern of genes regulated by cold in Zhonghua 11(ZH) seeds. Heat map showed the expression pattern during embryo (Em) and endosperm (Endo) development and in root (R), leaf (L), seedling (S) and ovary (O). The data were normalized using Z score as indicated in the scale bar.

Comparison of the expression patterns of genes regulated by low temperature in seed and seedling showed that among the 1,033 and 1,738 regulated genes, only 48 genes were regulated in both seed and seedling, and only half of them were in the same trend (Figure 10). An AP2 TF was induced by low temperature in seedling for 28 fold, whereas down-regulated by low temperature in seed for >4 fold. A C2C2-DOF TF was induced by low temperature for 7 and 16 fold in seed and seedling respectively. These suggested that genes involved in low temperature response may function through same or different mechanisms in seed and seedling.

**Figure 10:**
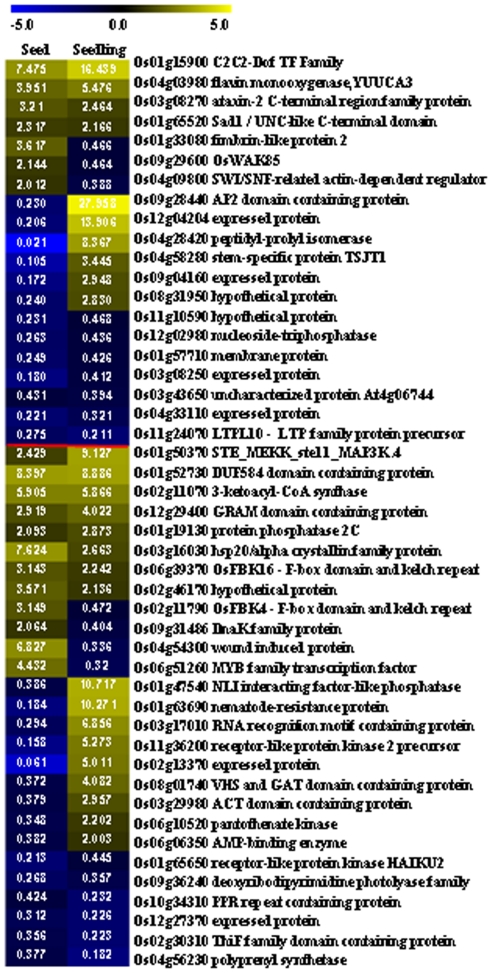
Common genes regulated by low temperature in seed and seedling. Genes above red line are regulated at 6 DAF and genes under red line are regulated at 12 DAF. The numbers indicate the ratios of gene expressions regulated by low temperature, and the color represents the log2 transformed ratio as indicated in the scale bar.

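After low temperature, 11 of 12 genes of sucrose breakdown (sucrose synthases and invertases) lay above the median of all probe sets in HF against ZH seeds, without passing the test. Their shift was 0.47 in HF 4D-2DC against ZH 4D-2DC (adjusted p = 0.193, 0.48 and 0.46 within replicates 1 and 2), and none met the methods' threshold. The sucrose synthases SUS3 and Sus2 differed by 0.08 (standard error 0.88) and 0.39 (standard error 0.75). The 5 genes of sucrose synthesis had a shift of 0.11 and a median of -0.05 (adjusted p = 0.905, 2 above and 3 below). The 10 genes of aromatic amino acid synthesis had a shift of 0.00 and a median of -0.04, with 3 above the median and 7 below (adjusted p = 0.927). None of either list met the methods' threshold. DAHPS2, of the first step of the shikimate pathway, had a log2 value of 14.81 ± 0.23 (SD, n = 2) in HF 4D-2DC and differed by 0.30 (standard error 0.61). ASA1, an anthranilate synthase subunit, differed by -0.11 (standard error 0.90), and by 0.14 with median centring.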

Regarding the metabolic processes, genes related to compatible solutes metabolism (such as lipids, sucrose, and aromatic amino acid) and phospholipid biosynthesis were highly expressed in HF than in ZH (Table S6). 

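Genes of reactive oxygen species metabolism (peroxidases, catalases, superoxide dismutases and their reductases) lay slightly above the other probe sets in HF against ZH seeds, without passing the test. After low temperature the shift of the 22 members was 0.27 (adjusted p = 0.193), with 18 above the median of all probe sets and 4 below it, and it was 0.19 and 0.35 within replicates 1 and 2. At normal temperature the shift was 0.37 (adjusted p = 0.491, 13 above and 9 below), and no member met the methods' threshold at either temperature. The peroxiredoxin R1C-Prx had a log2 value of 14.03 ± 0.55 (SD, n = 2) in HF 4D-2DC and differed from ZH 4D-2DC by 0.56 (standard error 1.38). The ascorbate peroxidase APX2 differed by 0.07 (standard error 0.56), and by -0.03 with quantile normalization. The list's side turned when single arrays were left out, which also left the groups unequal in replicate number. After low temperature the shift was 0.81 without HF 4D-2DC replicate 1 (adjusted p = 0.00481) and 0.76 without ZH 4D-2DC replicate 2 (adjusted p = 0.0378), and -0.27 without HF 4D-2DC replicate 2 and -0.13 without ZH 4D-2DC replicate 1. At normal temperature it was 1.05 without HF 4D replicate 1 (adjusted p = 0.000556), -0.33 without HF 4D replicate 2 and -0.13 without ZH 4D replicate 1.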

The higher expressions of genes in reactive oxygen species (ROS) metabolic process in ZH suggested that the sensitivity of ZH to low temperature at early stage may due to the higher ROS levels. In addition, genes involved in posttranscriptional gene silencing and protein modification (glycosylation, dephosphorylation and ubiquitination) were also altered, suggesting that the posttranscriptional regulation were also involved in low temperature tolerance.

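Genes of gene silencing and of protein modification had small shifts in HF 4D-2DC against ZH 4D-2DC, and no list passed the test or had a member at the methods' threshold. The paper's Table S6 has gene silencing and the ubiquitin cycle before treatment alone, and glycosylation at both times. For HF 4D against ZH 4D the shifts of these lists are not given here, and none of them was among the 3 lists that passed the test there. The 26 genes of gene silencing had a shift of 0.09 (adjusted p = 0.382, 16 above the median of all probe sets and 10 below). Among them the Argonaute protein AGO4A differed by 0.25 (standard error 0.83) and SGS3, which acts in small RNA synthesis, by 0.67 (standard error 0.69). The 9 genes of glycosylation had a shift of 0.20 (adjusted p = 0.468, 7 above and 2 below), and DAD1 and OST48, subunits of the oligosaccharyltransferase, differed by 0.16 (standard error 0.65) and 0.18 (standard error 0.54). The shift of 60 protein phosphatases was 0.03 (adjusted p = 0.888, 31 above and 29 below) and turned negative with quantile normalization. OsPP2C27 and PP2A3 differed by 0.31 (standard error 1.18) and -0.32 (standard error 0.54). Without ZH 4D-2DC replicate 1 the phosphatases' shift was -0.36 (adjusted p = 0.0319), and without ZH 4D-2DC replicate 2 it was 0.50 (adjusted p = 0.0276). The 18 genes of ubiquitination had a shift of 0.05 (adjusted p = 0.851, 10 above and 8 below), also negative with quantile normalization. The ubiquitin-conjugating enzymes UBC5A and UBC5B differed by 0.09 (standard error 0.65) and -0.43 (standard error 0.86), and UBC5A by -0.13 with quantile normalization.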

## Discussion

### Complex gene regulation network in rice embryo and endosperm

Although some transcriptome analyses of rice seeds have been performed, most of the studies were done at single time points of multiple genotypes/cultivars [15]–[19] or at differential developmental stages of entire seeds [14]. We here reported the analysis of gene profile in rice embryo or endosperm at four developmental stages, providing the information of transcriptional dynamics in rice embryo and endosperm.

With a similar proportion of genes compared to *Arabidopsis* [41], around 70% of genes are expressed during rice seed development, indicating some conserve mechanisms in evolution between these two model plants. Among the genes expressed in rice seed, genes expressed in endosperm, especially at 16 days after fertilization (DAF), are less than those in embryo (Figure S1), which might due to the different cell types of these two tissues. During embryo development, several types of cells undergo differentiation and possess higher activities, whereas the cell types in endosperm are relatively simpler and programmed cell death (PCD) is initiated during endosperm development, resulting in the accumulation of a spectrum of nuclease activities to repress the expressions of genes in endosperm [42].

Genes involved in diverse metabolism pathways are highly expressed in rice seed, being consistent with the observation that the expression of these genes is coordinately controlled in a synchronized manner during grain filling [14]. Genes in starch metabolism and fatty acid synthesis are highly expressed in endosperm or embryo respectively, which is consistent with the location where they are mostly synthesized. Cellularization of endosperm is an essential process in endosperm development, during which cell wall biogenesis and deposition and microtubular cytoskeletal apparatus organization play important roles [43], which are supported by our results that genes in cell wall biogenesis process and microtubule-based process are enriched during endosperm development. In rice embryo and endosperm, different cell types have diverse physiological functions and cell fate specification is believed to be determined by positional signaling [43]. Further study of transcriptomes in different cell types using specific strategies, such as laser capture microdissection (LCM) [44], will provide more information of the regulation in seed development.

### Crucial roles of hormone in seed development

Highly expressed hormone-related genes are mainly involved in ABA response, suggesting the important roles of ABA in seed development [27]. It is interesting to notice that none of ABA-biosynthesis genes are predominantly expressed in rice seed (Figure 4), indicating the subtle spatial and temporal regulation of ABA biosynthesis in rice seed and ABA may be synthesized in seed only at certain developmental stages.

Genes related to auxin biosynthetic and metabolic processes, polar auxin transport, homeostasis and auxin-mediated signaling, are highly expressed in rice seed, being consistent with the high accumulation of IAA in rice seed [45] and the crucial role of auxin in embryo axis formation and embryo development. Recent studies showed that PIN1-mediated auxin transport was related to cellular differentiation during maize embryogenesis and endosperm development [46] and essential role of OsARF1 in rice seed development [47]. Altered auxin signaling in seeds may cause abnormal development, proposing an “autonomous” mechanism of auxin signaling in seeds.

Ethylene inhibits ABA signaling during seed development [48] and our results also showed that a gene coding the rate-limiting enzyme in ethylene biosynthesis is down-regulated during embryo development (Figure S4A), being consistent with the enhanced ABA signaling in rice embryo. GAs are required for plant seed development and GA-stimulated Arabidopsis (GASA) genes are induced by GAs [49]. Our results indicate that genes encoding gibberellin 2-beta-dioxygenase 1 is highly expressed in embryo and GASR6 (Os05g35690) is highly expressed in both embryo and endosperm, suggesting that these two genes may be the key factors regulating GAs biosynthesis in rice seed. Two genes encoding *ent*-kaurene synthase and *ent*-kaurene oxidase are down-regulated during seed development, further indicating the function of GAs at the early stages of seed development.

As a whole, our data indicate the diverse patterns of hormone signaling in rice seed development. The fact that genes in these hormone signaling pathways are regulated in different trends or stages suggested that hormones' impact may cover different processes in rice seed development, independently or interactively.

### Crucial roles of transcriptional regulation and TFs during seed development

191 TFs are predominantly expressed in rice seed and 59 TFs are up- or down-regulated during seed development, providing informative clues on studying the transcriptional regulation of rice seeds. TFs of bZIP, CCAAT, PHD, AP2/EREBP, bHLH, ABI3/VP1, and NAC families were predominantly expressed in seed, which is consistent with the studies that genes in most of these families are associated with seed development. bZIP TFs are expressed in aleurone and endosperm cells of developing rice seeds [50] and bind to alpha-globulin promoters to regulate the expression of genes encoding storage proteins [51]. bZIP TFs also bind to ABA-responsive elements (ABREs) to mediate the ABA-induced transcription [52]. Several CCAAT family members are highly expressed at early stages of embryo development and then down-regulated. As the encoded proteins may function through forming a heterotrimeric complex to regulate transcription [32], the coordinately regulation of members of this complex suggests its function in the early stages of embryo development.

Studies of the *Arabidopsis* homologs of seed development related TFs showed that most of them are with conserved functions (Table 1). TFs FUS3, BBM, and RBR1 are predominantly expressed in *Arabidopsis* embryo, which is same in rice embryo. A TF homolog to WRI1, which has been reported to regulate fatty acid synthesis, is identified in rice embryo, suggesting the conserved function of WRI1 in rice and *Arabidopsis*. RGE1 is highly expressed in *Arabidopsis* endosperm and involved in embryo development regulation [53], and the closest homolog of *Arabidopsis* RGE1, Os02g34320, is highly expressed in rice endosperm, indicating its conserved function. In addition, seed-specific TF gene set is enriched for known regulators of seed development, suggesting the TFs with unknown function in this set are also critical for seed development.

Several TFs are involved in both seed development and hormone singling. For example, an AP2/EREBP TF OsEBP-89, is temporally expressed in developing endosperm and is involved in ethylene-dependent seed maturation [31]. Presence of hormone-responsive elements in the promoters of seed-predominant genes (Table S3) highlights the roles of TFs as connexon between hormone signaling and seed development.

### Gene expression reprogramming in response to low temperature

Genes involved in cold acclimation process and heat response are both up-regulated under low temperature, which is consistent with the fact that many common elements such as heat shock proteins, active oxygen species, compatible solutes, membrane lipids and transcriptional factors are involved in both cold and heat stress response [54]. 

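In HF 4D-2DC against ZH 4D-2DC seeds, 17 of 24 genes of chloroplast organization and protein import lay above the median of all probe sets and 7 below it. The shift of the list was 0.13 (adjusted p = 0.468), it was 0.00 and 0.26 within replicates 1 and 2, and no member was past the methods' threshold. The import channel TOC75 differed by -0.29 (standard error 1.09) and the chaperone CLPC1 by -0.03 (standard error 0.66), the latter by 0.22 with median centring. In the same comparison 18 of 22 aquaporins, channels for water, lay above the median, with a shift of 0.57 (adjusted p = 0.0439, 0.42 and 0.71 within replicates 1 and 2). Their adjusted p was 0.965 with an estimated correlation, 0.245 with quantile normalization and 0.00445 with replicate number as a block (1.71e-05 to 0.988 over all alternatives with camera), and none met the methods' threshold. The shift was -0.29 without HF 4D-2DC replicate 2 and -0.09 without ZH 4D-2DC replicate 1. TIP1-1 and TIP3-1, aquaporins of the vacuolar membrane, differed by 0.68 (standard error 0.73) and 0.16 (standard error 1.87).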

Genes in chloroplast organization are induced in Zhonghua 11 (ZH) and are expressed at a higher level in Hanfeng (HF) under low temperature, suggesting these genes may endow the more vibrant metabolism activity to cope with chilling stress. 

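Genes of ethylene and jasmonate synthesis and signaling lay on average slightly above the other probe sets in treated ZH seeds, and neither list passed the test. The 10 ethylene genes had a shift of 0.24 at 4 DAF (adjusted p = 0.506) and of 0.20 at 10 DAF (adjusted p = 0.868), with 7 above the median of all probe sets and 3 below it at both stages. The ethylene receptor ERS1 had a log2 value of 13.16 ± 0.22 (SD, n = 2) in ZH 4D-2DC and differed from ZH 6D by 0.65 (standard error 0.59), and EIL1A, a transcription factor of the ethylene response, by 0.55 (standard error 0.63). The 28 jasmonate genes had a shift of 0.12 at 4 DAF (adjusted p = 0.703, 19 above and 9 below) and of 0.05 at 10 DAF (adjusted p = 0.868, 17 above and 11 below). The repressors JAZ1 and NINJA1 differed at 4 DAF by 0.21 (standard error 0.59) and 0.21 (standard error 0.51). Without ZH 4D-2DC replicate 1 the jasmonate shift at 4 DAF was 0.87 (adjusted p = 0.000776), and without ZH 4D-2DC replicate 2 it was -0.64. No member of either list was past the methods' threshold, and both lists had a negative shift within replicate 1 and a positive one within replicate 2 at both stages.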

Enhanced expression of genes in pathways of stress-related hormones (ABA, ethylene and jasmonic acid) (Table 2), indicating the roles of these hormones in stimulating the stress responses in seeds through up-regulating the stress associated TFs.

The reprogramming of gene expression is of central role during low temperature response [22], and many TFs including MYB-related, PHD, HSF, C2H2 and AP2/EREBP families are regulated by low temperature and may involve in stress response and/or seed development. 

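Of 269 probe sets higher in later seed (the mean of ZH 10D and ZH 12D) than in ZH 4D at an adjusted p under 0.05 and over 2-fold, 179 lay below the median of all probe sets and 90 above it in ZH 4D-2DC against ZH 6D. Their shift was -0.36 (adjusted p = 0.00708, and 0.959 with an estimated correlation), or -0.62 within replicate 1 and -0.09 within replicate 2, and 2 were higher and 11 lower at the methods' threshold. The difference that chose this set was taken on none of the arrays of ZH 4D-2DC or ZH 6D. The estimate of the spread behind its adjusted p, and the filter, did use them, so that the choice was not fully independent of them. The 78 probe sets lower in later seed had a shift of 0.15 (adjusted p = 0.713), with 40 above the median and 38 below it and 2 higher at the methods' threshold. The adjusted p of the first set was 0.0119 with replicate number as a block, and the call was lost without ZH 4D-2DC replicate 1 (-0.12, adjusted p = 0.447), ZH 4D replicate 2 (-0.34, adjusted p = 0.202) or ZH 6D replicate 1 (-0.28, adjusted p = 0.149), with a range of 2.12e-10 to 0.959 over all alternatives with camera. The paper, which reports the delay of treated seeds from their appearance (Figure 8A), reasons from the direction of its own seed-associated genes that the delay comes about through reduced transcription of them.

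**Figure D5:**
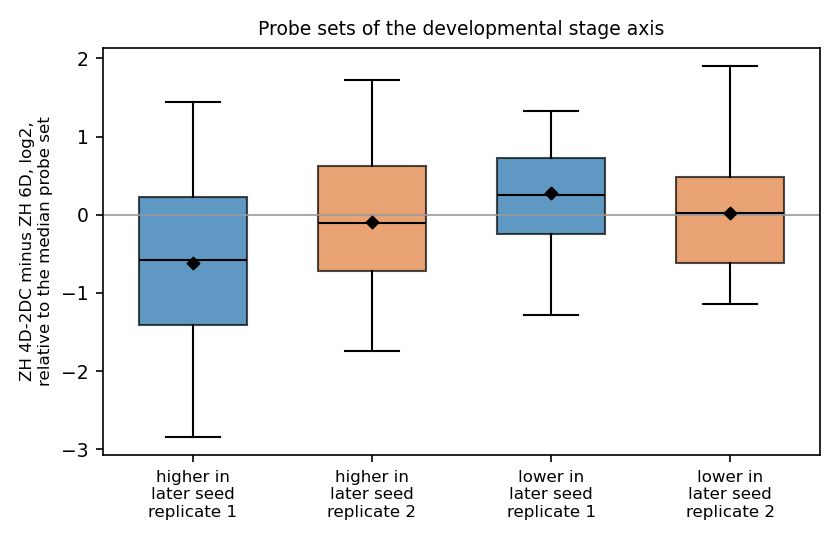
Log2 differences of ZH 4D-2DC minus ZH 6D within replicates 1 and 2 for the 269 probe sets higher and the 78 lower in later seed. Boxes span the quartiles, whiskers the 5th to 95th percentile, the line is the median and the diamond the mean.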

Among the seed-associated genes regulated by low temperature, most of them are with suppressed expression, indicating that seed development is delayed by low temperature through inhibition of the transcription of these genes at early stage. Indeed, all the low temperature regulated AP2/EREBP TFs are down-regulated in rice seed at 4 DAF, whereas most of low temperature regulated AP2/EREBP TFs are up-regulated in seedling of *Arabidopsis* [35] and rice. 

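Of 11 AP2/EREBP transcription factors, a family that includes regulators of stress responses, 10 lay above the median of all probe sets and 1 below it in ZH 4D-2DC against ZH 6D. The shift of the list was 0.52 (adjusted p = 0.152, 0.49 and 0.57 within replicates 1 and 2), and none was past the methods' threshold. EREBP1 had a log2 value of 14.39 ± 0.43 (SD, n = 2) in ZH 4D-2DC and differed by 0.19 (standard error 0.61), and SMOS1, a regulator of organ size, differed by 1.59 (standard error 0.78). Which genes of the family the paper counted at 4 DAF could not be matched to these 11. They are a small part of the family as the paper's Table S2 counts it, so that the family as a whole was not tested. In ZH 10D-2DC against ZH 12D the shift was 0.22 (adjusted p = 0.791), with 6 above the median and 5 below it. After low temperature the same 11 genes were on average lower in HF than in ZH seeds, with a shift of -0.68 (adjusted p = 0.0439, -0.75 and -0.61 within replicates 1 and 2) and 2 above the median and 9 below. That call was lost with an estimated correlation (adjusted p = 0.965), with replicate number as a block (adjusted p = 0.107), with quantile normalization (adjusted p = 0.246), and without HF 4D-2DC replicate 1 (adjusted p = 0.292) or ZH 4D-2DC replicate 2 (adjusted p = 0.288), with a range of 0.0209 to 0.965 over all alternatives with camera. EREBP1 and SMOS1 differed between HF and ZH by 0.10 (standard error 0.61) and -0.32 (standard error 0.78), the former by -0.01 with quantile normalization.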

CBF/DREBs (AP2/EREBP family) play important roles in low temperature response and cold acclimation by regulating downstream genes like COR, KIN and LTI [22], suggesting that the CBF/DREB is differentially regulated in early seed and seedling, which is consistent with the observation that more genes are suppressed by low temperature in rice seeds whereas more genes are induced in rice and *Arabidopsis* seedlings. The transcriptional difference might be the consequence of two factors. The first is that seeds at early stage are more sensitive to chilling stress than seedlings (Figure 8A). The developments of seeds are arrested while there is no visible difference in leaves after low temperature treatment. The second is that the targets of the CBF/DREB regulations are different in seed and seedling. The targets of these TFs in rice seed may mostly involve in developmental regulation and down-regulation of these genes causes the inhibition of seed development, while the induction of target genes in seedling may endow tolerance ability to chilling stresses.

Several pathways are differentially regulated by low temperature in ZH and HF, which may contribute to the chilling tolerance of HF. Genes associated with lipid metabolism and glycolysis are highly expressed in HF at both normal and low temperature, whereas genes in sucrose metabolism and aromatic amino acid family biosynthetic processes are only highly expressed after low temperature treatment. It has been reported that cold tolerance is positively correlated with the expression level of genes in carbohydrate, amino acid and secondary metabolism [55]. 

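Genes of glycolysis did not pass the test in HF against ZH seeds at either temperature. At normal temperature 13 of 16 lay below the median of all probe sets, with a shift of -0.23 (adjusted p = 0.381, -1.08 and 0.59 within replicates 1 and 2). After low temperature 13 of 16 lay above it, with a shift of 0.14 (adjusted p = 0.670), and no member met the methods' threshold at either temperature. The glyceraldehyde phosphate dehydrogenase GAPC3 had a log2 value of 14.94 ± 0.12 (SD, n = 2) in HF 4D-2DC and differed from ZH 4D-2DC by -0.05 (standard error 0.68), and by 0.20 with median centring. The enolase Eno1 differed by 0.03 (standard error 0.81), and by -0.06 with quantile normalization. In the test of whether low temperature changed the difference between the cultivars, the shift was 0.38 for glycolysis (adjusted p = 0.25), 0.39 for sucrose breakdown (adjusted p = 0.395) and -0.22 for aromatic amino acid synthesis (adjusted p = 0.896), and without ZH 4D-2DC replicate 1 it was 0.60 for glycolysis (adjusted p = 0.0352). At normal temperature the shift was 0.10 for sucrose breakdown (adjusted p = 0.951), 0.59 for sucrose synthesis (adjusted p = 0.362) and 0.23 for aromatic amino acid synthesis (adjusted p = 0.755). In HF 4D against ZH 4D, the lists of storage proteins, of late embryogenesis abundant proteins with dehydrins, and of photosynthesis passed the test, the first without the same direction within both replicates. Their shifts were 1.97 (adjusted p = 0.00108, 9 of 11 above the median), 1.43 (adjusted p = 0.00255, 7 of 8 above) and 1.34 (adjusted p = 0.0296, 13 of 13 above). These calls were lost with an estimated correlation (adjusted p = 0.972, 0.835 and 0.972), and the last also with quantile normalization (adjusted p = 0.0855). Over all alternatives with camera the adjusted p ranged from 9.06e-16 to 0.972 for storage proteins, 6.69e-05 to 0.835 for late embryogenesis abundant proteins and 1.12e-05 to 0.992 for photosynthesis. The storage protein shift was -1.24 within replicate 1 and 5.14 within replicate 2, and it was 1.03 without HF 4D replicate 2 (adjusted p = 0.639) and -0.25 without ZH 4D replicate 2 (adjusted p = 0.861). The late embryogenesis abundant list had 0.50 and 2.32 within the replicates, and 0.89 without HF 4D replicate 2 (adjusted p = 0.517) and 1.10 without ZH 4D replicate 2 (adjusted p = 0.215). The photosynthesis shift was 1.84 and 0.80 within replicates 1 and 2, and it was 0.35 without HF 4D replicate 2 (adjusted p = 0.872) and -0.13 without ZH 4D replicate 1 (adjusted p = 0.992). Emp1, a late embryogenesis abundant protein of the embryo, differed by 2.83 (standard error 1.11), GLUB-5 by 2.22 (standard error 1.74) and the chlorophyll-binding protein CAB2R by 0.94 (standard error 1.43). Photosynthesis genes mark green tissue such as the pericarp, and the mean log2 value of their list was lower on the replicate 1 array than on the replicate 2 array in all 8 conditions (7.25 to 10.72 on replicate 1 arrays and 10.41 to 12.28 on replicate 2 arrays). The 3'/5' signal ratio of the rice actin control was 49.6 in HF 4D and 593.6 in ZH 4D in replicate 1, and 53.6 and 8.39 in replicate 2. That of the rice gapdh control was 5.87 and 5.01 in replicate 1, and 3.68 and 1.53 in replicate 2. Whether RNA quality affected these lists was not tested.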

The chilling tolerance of HF cultivar may be caused, at least partially, by the higher level of carbohydrate metabolism. Second messenger molecules are involved in low temperature response in *Arabidopsis* [22] and our study showed that genes of phospholipid biosynthetic process are highly expressed in HF after low temperature treatment, whereas genes in phosphatidylinositol metabolic process are expressed at a lower level in HF. 

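Of 10 genes of phosphatidylinositol metabolism, 8 lay above the median of all probe sets and 2 below it in HF 4D-2DC against ZH 4D-2DC seeds. The shift of the list was 0.31 (adjusted p = 0.228, 0.20 and 0.42 within replicates 1 and 2), and none met the methods' threshold. At normal temperature 8 also lay above the median in HF 4D against ZH 4D, with a shift of 0.16 (adjusted p = 0.722, -0.88 and 1.17 within replicates 1 and 2), which was -0.35 without HF 4D replicate 2, -0.30 without ZH 4D replicate 2 and 0.72 without ZH 4D replicate 1 (adjusted p = 0.04996). INO1, which makes inositol phosphate, had a log2 value of 14.12 ± 0.49 (SD, n = 2) in HF 4D-2DC and differed from ZH 4D-2DC by 0.73 (standard error 0.63). IPK1, a kinase of inositol phosphates, differed by 0.26 (standard error 0.95). Genes of phospholipid synthesis were too few on the array annotation for a list and were not tested.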

Phospholipid signaling plays important roles in regulating plant growth and development [56] and differential expression of genes in this pathway may contribute to the higher level of phospholipid molecules and activate genes in chilling response.

### Conclusions

Our systematic studies indicated that many factors, especially transcription factors and plant hormones, play central roles in the regulation of rice seed development and the response to low temperature, through regulation of multiple processes including chromatin assembly, cell division, cell fate specification, and organ morphogenesis. The identified TFs are valuable candidates for study of the seed development regulation. Our analysis showed that seed development is inhibited by low temperature through suppression of groups of genes at early stages, and the transcriptional response to chilling stress are of great difference between seeds and seedlings.

## Materials and Methods

### Plant material and growth conditions

Rice plants of two japonica cultivars, Zhonghua 11 (ZH) and Hanfeng (HF), were cultivated in a phytotron with a light (12 h, 28°C)/dark (12 h, 22°C) cycle. The embryo material was collected at 3, 6, 9 and 12 days after fertilization (DAF) and endosperm material was collected at 3, 6, 9 and 16 DAF. Leaves and roots were harvested at three-leaf stage (7-day-old) and seedlings were harvested at four-leaf stage (10-day-old). Ovary was collected as 0 DAF seed. Totally twelve samples were collected and each sample has two biological replicates.

For the low temperature treatment, rice plants of both ZH (cold-sensitive) and HF (cold-resistant) were transferred to 14°C for two days at 4 or 10 DAF respectively. The seeds before and after low temperature treatment were harvested to observe the appearance and to extract total RNAs. Totally eight samples were collected and each sample has two biological replicates. Expression data of these samples were compared to identify genes regulated by low temperature and genes involved in cold resistance.

### Microarray hybridization and data normalization

GeneChip® rice genome array (Affymetrix, Santa Clara, CA) was used in DNA microarray analysis. Total RNAs from embryo and endosperm of seeds, leaf, root, seedling, ovary and developing seeds with and without low temperature treatment were extracted using TRIzol reagent (Invitrogen Life Technologies) and 10 µg cRNA was used for hybridization. Washing, staining, and scanning were performed as described in the supplier's protocol. The hybridization signals were normalized using GC-Robust Multichip Average (GC-RMA) from Bioconductor (www.bioconductor.org) Suite of tools for the statistical package R (www.R-project.org). All the data can be accessed at GEO. The series GSE11966 includes data from rice seedling, leaf, root, embryo and endosperm at 6 DAF, GSE27856 includes data from rice ovary, embryo and endosperm of other developmental stages in ZH. The dataset from cold treatment experiments in ZH and HF seed is under GSE31077. 

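The replicates of a condition were compared here on the MAS5 signals, as log2(signal + 16) over all 57381 probe sets. Pearson's r, across probe sets, was 0.785 for ZH 4D, 0.845 for ZH 6D, 0.842 for ZH 4D-2DC, 0.841 for ZH 10D, 0.868 for ZH 12D, 0.814 for ZH 10D-2DC, 0.789 for HF 4D and 0.871 for HF 4D-2DC. Probe sets are not independent replicates, and no test was made. On the linear scale r was lowest for HF 4D, at 0.610.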

Pearson correlation coefficients (PCCs) were carried out for each sample to check the replicate quality of microarray data.

### Data Statistical Analysis

The linear statistical model in Limma package [24] from Bioconductor was used to identify significant differentially expressed genes between two groups. ANOVA tool in TIGR MeV (version 4.0, http://www.tm4.org/mev.html) was used to identify genes differentially expressed in embryo and endosperm in time course. False discovery rates (FDRs) for various P value thresholds were later determined by described method [57]. To identify genes predominantly expressed in embryo and endosperm, the threshold was set as FDR adjusted P value<0.0005 and change ratio >2.0. For time course genes, the threshold was P value<0.001. For low temperature regulated genes, the threshold was set as P value<0.05 and change ratio >2.0. The raw data of cold response transcriptome of rice seedling was downloaded from GEO at NCBI (GSE6901), which included materials treated by low temperature (4°C). The analysis pipelines were same as performed in rice seed.

A recently published microarray dataset (GSE21494 in GEO, [25]) of Agilent platform (GPL6864) was compared with data of this study to validate the gene expression patterns. Firstly, the probes with low expression levels (<0) were filtered out and expression data of ten embryo and endosperm samples were then summarized by gene models in TIGR rice genome annotation (V6.1). The expression trends of genes regulated during embryo or endosperm developments were compared.

To annotate the functions of identified gene sets, the gene ontology information from gene ontology website (http://www.geneontology.org/), Rice Genome Annotation (http://rice.plantbiology.msu.edu/) and *Arabidopsis* annotation (ftp://ftp.arabidopsis.org/home/tair/Ontologies/Gene_Ontology/) were used. Chi-square test was performed to test the enrichment of GO terms in gene sets and the P values were log10 transformed for visualization using TIGR MeV.

### Data validation by real-time quantitative PCR (qRT-PCR)

Total RNAs were extracted using TRIzol reagent from different tissues same as that were collected for microarray hybridization. For each sample, cDNA was synthesized from 1 µg of total RNA using PrimeScript RT reagent Kit with gDNA Eraser (Perfect Real Time, TaKaRa DRR047A). qRT-PCR analysis was performed on Rotor-Gene RG-3000A (Corbett) using SYBR Green Real-time PCR Master Mix (TOYOBO QPK-201), with three biological replicates of each tissue. The values of threshold cycle (*C*_T_, the fractional cycle number at which the fluorescence passes the fixed threshold), were calculated by Rotor-Gene 6 software (Corbett Robotics, Australia) and converted into relative copy numbers using a standard curve. Gene *Actin1* (Os05g36290) was used as a reference gene as suggested by Caldana et al. [58] and the sequences of all the primers used in this study were listed in Table S7.

### Identification of enriched cis-elements at promoters of seed associated genes

Up to 3000 nt upstream sequence of each gene (from ATG) was extracted from the genome and known cis-elements were mapped onto the promoters using Plant Cis-acting Regulatory DNA Elements (PLACE). The ratio of each cis-element in a particular group was compared with that in the whole genome followed by performing Chi-square test. Because ∼200 known cis-elements were analyzed for each group, FDRs for various P value thresholds were determined. If a known cis-element was enriched with a low FDR adjusted P value (<0.05), this cis-element was annotated as enriched in the promoters of genes in a certain group.

### Annotation of gene functions using gene-coexpression analysis

Gene coexpression analysis was performed according to previous report [59]. In brief, Affymetrix hybridization array raw data of rice (GPL2025) was downloaded from GEO, and then normalized using GC-RMA method. The probe sets on the array with very low intensity through all the hybridizations were excluded (determined using MAS5 method). The Pearson correlation coefficients between probes representing each TF gene and other genes on the array were calculated. The GO terms were used to annotate the top 500 related genes of each TF gene. The relationships of transcription factors and GO terms were visualized using Cytoscape V2.8.0 [60].

## Supporting Information

Figure S1 **Numbers of genes expressed during seed development.** A probe is recorded as expressed when it is eliminated as “P” in two replicates. The numbers indicated the genes expressed in all the stages of embryo (Em) and endosperm (En) development.
(TIF)

Figure S2 **Validation of microarray data.** Expression pattern of genes regulated in embryo (A) and endosperm (B) of cultivar Nipponbare are compared with the trends in Zhonghua 11 (ZH). The left vertical bars indicate the individual gene is up-regulated (yellow) or down-regulated (blue) in ZH. “D” indicates days after fertilization (DAF). The data for heatmap were normalized by gene, and the value scale is shown at the bottom. The data of cultivar Nipponbare were from Gene Expression Omnibus (GSE21494).
(TIF)

Figure S3 **Genes involved in starch (A) and lipid (B) metabolism.** Genes are predominantly expressed in embryo (red), endosperm (blue) or both embryo and endosperm (black) are indicated. The annotations of genes are from MAPMAN (http://mapman.gabipd.org).
(TIF)

Figure S4 **Expression patterns of genes involved in hormone biosynthesis and signaling during embryo (A) or endosperm development (B).** The average data of two replicates are calculated, and normalized in Z-score. TIGR MeV was used for visualization.
(TIF)

Table S1 **Reproducibility of microarray data of each tissue.** “PCC” indicates Pearson correlation coefficient of data from the entire array. “ZH” or “HF” indicates the whole seed of Zhonghua 11 or Hanfeng respectively. “C” indicates the low temperature treatment (14°C) for 48 h, “D” indicates days after fertilization (DAF). Refer to Materials and Methods section for details.
(DOC)

Table S2 **Transcription factors associated with seed development.** The TF numbers of each family are shown. “Em” or “En” indicates the genes predominately expressed in embryo or endosperm, respectively. “Both” indicates that genes are predominately expressed in both embryo and endosperm; “Em_T” or “En_T” indicate that genes showing regulated expression pattern during embryo or endosperm development, respectively. “Total Number” indicates the total number of genes in each TF family in genome and “Sum of all TFs” indicates the number of all identified TF genes by hybridization. Chi-square test was performed to test the enrichment of each TF families, if the P value is less than 0.05, the number will be shown in bold.
(DOC)

Table S3 **Cis elements associated with seed development.** “Ra_G” or “Ra_L” indicate the ratio of cis element in the whole genome or in the gene lists, respectively. “FDR” indicates the FDR corrected P value.
(DOC)

Table S4 **Identified protein kinases associated with seed development.** “P value” is calculated from limma (for predominantly expressed genes) or by ANOVA analysis (for regulated genes).
(DOC)

Table S5 **Transcription factors (TFs) those are down-regulated in Zhonghua 11 seeds by low temperature at early stage.** “Type” indicates the expression pattern of TF genes during seed development, including En (endosperm), Em (embryo), Both (endosperm and embryo) and En_T (regulated expression pattern during endosperm development in time course).
(DOC)

Table S6 **Involved biological processes of genes with differential expression in Hanfeng variety.** ^a^Genes were highly expressed in Zhanghua 11 (ZH), ^b^genes were highly expressed in Hanfeng (HF). Chi-square test was performed to test the enrichment of each GO term. The data indicates −log10 (P value). “-” indicates that the genes are not enriched in the GO term.
(DOC)

Table S7 **Primers used in real time quantitative PCR (qRT-PCR) analysis.** “S” and “A” indicate the sense or antisense primer respectively.
(DOC)

## References

[1] Itoh J, Nonomura K, Ikeda K, Yamaki S, Inukai Y (2005). Rice plant development: from zygote to spikelet.. Plant Cell Physiol.

[2] Sato Y, Tamaoki M, Murakami T, Yamamoto N, Kano-Murakami Y (1996). Abnormal cell divisions in leaf primordia caused by the expression of the rice homeobox gene OSH1 lead to altered morphology of leaves in transgenic tobacco.. Mol Gen Genet.

[3] Agarwal P, Kapoor S, Tyagi AK (2011). Transcription factors regulating the progression of monocot and dicot seed development.. Bioessays.

[4] Kurata N, Miyoshi K, Nonomura K, Yamazaki Y, Ito Y (2005). Rice mutants and genes related to organ development, morphogenesis and physiological traits.. Plant Cell Physiol.

[5] Nagasaki H, Itoh J, Hayashi K, Hibara K, Satoh-Nagasawa N (2007). The small interfering RNA production pathway is required for shoot meristem initiation in rice.. Proc Natl Acad Sci USA.

[6] Sazuka T, Kamiya N, Nishimura T, Ohmae K, Sato Y (2009). A rice tryptophan deficient dwarf mutant, tdd1, contains a reduced level of indole acetic acid and develops abnormal flowers and organless embryos.. Plant J.

[7] Hattori T, Terada T, Hamasuna ST (1994). Sequence and functional analyses of the rice gene homologous to the maize Vp1.. Plant Mol Biol.

[8] Sun X, Shantharaj D, Kang X, Ni M (2010). Transcriptional and hormonal signaling control of Arabidopsis seed development.. Curr Opin Plant Biol.

[9] Ruuska SA, Girke T, Benning C, Ohlrogge JB (2002). Contrapuntal networks of gene expression during Arabidopsis seed filling.. Plant Cell.

[10] Lee JM, Williams ME, Tingey SV, Rafalski JA (2002). DNA array profiling of gene expression changes during maize embryo development.. Funct Integr Genomics.

[11] Liu X, Fu J, Gu D, Liu W, Liu T (2008). Genome-wide analysis of gene expression profiles during the kernel development of maize (*Zea mays* L.).. Genomics.

[12] Laudencia-Chingcuanco DL, Stamova BS, You FM, Lazo GR, Beckles D M (2007). Transcriptional profiling of wheat caryopsis development using cDNA microarrays.. Plant Mol Biol.

[13] Druka A, Muehlbauer G, Druka I, Caldo R, Baumann U (2006). An atlas of gene expression from seed to seed through barley development.. Funct Integr Genomics.

[14] Zhu T, Budworth P, Chen W, Provart N, Chang HS (2003). Transcriptional control of nutrient partitioning during rice grain filling.. Plant Biotechnol J.

[15] Ge X, Chen W, Song S, Wang W, Hu S (2008). Transcriptomic profiling of mature embryo from an elite super-hybrid rice LYP9 and its parental lines.. BMC Plant Biol.

[16] Tu Q, Dong H, Yao H, Fang Y, Dai C (2008). Global identification of significantly expressed genes in developing endosperm of rice by expression sequence tags and cDNA array approaches.. J Integr Plant Biol.

[17] Liu X, Guo T, Wan X, Wang H, Zhu M (2010). Transcriptome analysis of grain-filling caryopses reveals involvement of multiple regulatory pathways in chalky grain formation in rice.. BMC Genomics.

[18] Kim CK, Cho MA, Choi YH, Kim JA, Kim Y H (2011). Identification and characterization of seed-specific transcription factors regulating anthocyanin biosynthesis in black rice.. J Appl Genet.

[19] Venu R, Sreerekha M, Nobuta K, Belo A, Ning Y (2011). Deep sequencing reveals the complex and coordinated transcriptional regulation of genes related to grain quality in rice cultivars.. BMC Genomics.

[20] Duan K, Luo YH, Luo D, Xu ZH, Xue HW (2005). New insights into the complex and coordinated transcriptional regulation networks underlying rice seed development through cDNA chip-based analysis.. Plant Mol Biol.

[21] Satake T, Hayase H (1970). Male sterility caused by cooling treatment at the young microspore stage in rice plants. V. Estimation of pollen developmental stage and the most sensitive stage to coolness.. Proc Crop Sci Soc Jpn.

[22] Zhu J, Dong CH, Zhu JK (2007). Interplay between cold-responsive gene regulation, metabolism and RNA processing during plant cold acclimation.. Curr Opin Plant Biol.

[23] Agarwal M, Hao Y, Kapoor A, Dong CH, Fujii H (2006). A R2R3 type MYB transcription factor is involved in the cold regulation of CBF genes and in acquired freezing tolerance.. J Biol Chem.

[24] Wettenhall JM, Smyth GK (2004). LimmaGUI: a graphical user interface for linear modeling of microarray data.. Bioinformatics.

[25] Sato Y, Antonio B, Namiki N, Motoyama R, Sugimoto K (2011). Field transcriptome revealed critical developmental and physiological transitions involved in the expression of growth potential in japonica rice.. BMC Plant Biol.

[26] Long TA, Benfey PN (2006). Transcription factors and hormones: new insights into plant cell differentiation.. Curr Opin Cell Biol.

[27] Holdsworth MJ, Bentsink L, Soppe WJ (2008). Molecular networks regulating Arabidopsis seed maturation, after-ripening, dormancy and germination.. New Phytol.

[28] Hieber AD, Bugos RC, Yamamoto HY (2000). Plant lipocalins: violaxanthin de-epoxidase and zeaxanthin epoxidase.. Biochim Biophys Acta.

[29] Gao G, Zhong Y, Guo A, Zhu Q, Tang W (2006). DRTF: a database of rice transcription factors.. Bioinformatics.

[30] Riano-Pachon DM, Ruzicic S, Dreyer I, Mueller-Roeber B (2007). PlnTFDB: an integrative plant transcription factor database.. BMC Bioinformatics.

[31] Yang HJ, Shen H, Chen L, Xing YY, Wang ZY (2002). The OsEBP-89 gene of rice encodes a putative EREBP transcription factor and is temporally expressed in developing endosperm and intercalary meristem.. Plant Mol Biol.

[32] Thirumurugan T, Ito Y, Kubo T, Serizawa A, Kurata N (2008). Identification, characterization and interaction of HAP family genes in rice.. Mol Genet Genomics.

[33] Higo K, Ugawa Y, Iwamoto M, Korenaga T (1999). Plant cis-acting regulatory DNA elements (PLACE) database: 1999.. Nucleic Acids Res.

[34] Yan SP, Zhang QY, Tang ZC, Su WA, Sun WN (2006). Comparative proteomic analysis provides new insights into chilling stress responses in rice.. Mol Cell Proteomics.

[35] Lee BH, Henderson DA, Zhu JK (2005). The *Arabidopsis* cold-responsive transcriptome and its regulation by ICE1.. Plant Cell.

[36] Jain M, Nijhawan A, Arora R, Agarwal P, Ray S (2007). F-box proteins in rice. Genome-wide analysis, classification, temporal and spatial gene expression during panicle and seed development, and regulation by light and abiotic stress.. Plant Physiol.

[37] Ducruet JM, Peeva V, Havaux M (2007). Chlorophyll thermofluorescence and thermoluminescence as complementary tools for the study of temperature stress in plants.. Photosynth Res.

[38] Suzuki N, Bajad S, Shuman J, Shulaev V, Mittler R (2008). The transcriptional co-activator MBF1c is a key regulator of thermotolerance in *Arabidopsis thaliana*.. J Biol Chem.

[39] Strayer C, Oyama T, Schultz TF, Raman R, Somers D E (2000). Cloning of the *Arabidopsis* clock gene TOC1, an autoregulatory response regulator homolog.. Science.

[40] Onai K, Ishiura M (2005). PHYTOCLOCK 1 encoding a novel GARP protein essential for the *Arabidopsis* circadian clock.. Genes Cells.

[41] Le BH, Cheng C, Bui AQ, Wagmaister JA, Henry KF (2010). Global analysis of gene activity during *Arabidopsis* seed development and identification of seed-specific transcription factors.. Proc Natl Acad Sci USA.

[42] Young TE, Gallie DR (2000). Programmed cell death during endosperm development.. Plant Mol Biol.

[43] Olsen OA (2004). Nuclear endosperm development in cereals and *Arabidopsis* thaliana.. Plant Cell.

[44] Kerk NM, Ceserani T, Tausta SL, Sussex IM, Nelson TM (2003). Laser capture microdissection of cells from plant tissues.. Plant Physiol.

[45] Matsuda F, Miyazawa H, Wakasa K, Miyagawa H (2005). Quantification of indole-3-acetic acid and amino acid conjugates in rice by liquid chromatography-electrospray ionization-tandem mass spectrometry.. Biosci Biotechnol Biochem.

[46] Forestan C, Meda S, Varotto S (2010). ZmPIN1-mediated auxin transport is related to cellular differentiation during maize embryogenesis and endosperm development.. Plant Physiol.

[47] Attia KA, Abdelkhalik AF, Ammar MH, Wei C, Yang J (2009). Antisense phenotypes reveal a functional expression of OsARF1, an auxin response factor, in transgenic rice.. Curr Issues Mol Biol.

[48] Finkelstein R, Reeves W, Ariizumi T, Steber C (2008). Molecular aspects of seed dormancy.. Annu Rev Plant Biol.

[49] Roxrud I, Lid SE, Fletcher JC, Schmidt ED, Opsahl-Sorteberg HG (2007). GASA4, one of the 14-member Arabidopsis GASA family of small polypeptides, regulates flowering and seed development.. Plant Cell Physiol.

[50] Izawa T, Foster R, Nakajima M, Shimamoto K, Chua NH (1994). The rice bZIP transcriptional activator RITA-1 is highly expressed during seed development.. Plant Cell.

[51] Nakase M, Aoki N, Matsuda T, Adachi T (1997). Characterization of a novel rice bZIP protein which binds to the alpha-globulin promoter.. Plant Mol Biol.

[52] Hobo T, Kowyama Y, Hattori T (1999). A bZIP factor, TRAB1, interacts with VP1 and mediates abscisic acid-induced transcription.. Proc Natl Acad Sci U S A.

[53] Kondou Y, Nakazawa M, Kawashima M, Ichikawa T, Yoshizumi T (2008). RETARDED GROWTH OF EMBRYO1, a new basic helix-loop-helix protein, expresses in endosperm to control embryo growth.. Plant Physiol.

[54] Iba K (2002). Acclimative response to temperature stress in higher plants: approaches of gene engineering for temperature tolerance.. Annu Rev Plant Biol.

[55] Hannah MA, Wiese D, Freund S, Fiehn O, Heyer A G (2006). Natural genetic variation of freezing tolerance in Arabidopsis.. Plant Physiol.

[56] Xue H, Chen X, Li G (2007). Involvement of phospholipid signaling in plant growth and hormone effects.. Curr Opin Plant Biol.

[57] Benjamini Y, Yekutieli D (2001). The control of the false discovery rate in multiple testing under dependency.. ANN STAT.

[58] Caldana C, Scheible WR, Mueller-Roeber B, Ruzicic S (2007). A quantitative RT-PCR platform for high-throughput expression profiling of 2500 rice transcription factors.. Plant Methods.

[59] Fu FF, Xue HW (2010). Coexpression analysis identifies Rice Starch Regulator1, a rice AP2/EREBP family transcription factor, as a novel rice starch biosynthesis regulator.. Plant Physiol.

[60] Cline MS, Smoot M, Cerami E, Kuchinsky A, Landys N (2007). Integration of biological networks and gene expression data using Cytoscape.. Nat Protoc.

# Supplementary material for: Genome-Wide Analysis of the Complex Transcriptional Networks of Rice Developing Seeds
**Source:** PLoS One. 2012 Feb 17;7(2):e31081. doi: 10.1371/journal.pone.0031081
**Supplement:** Table S1 — Reproducibility of microarray data of each tissue. “PCC” indicates Pearson correlation coefficient of data from the entire array. “ZH” or “HF” indicates the whole seed of Zhonghua 11 or Hanfeng respectively. “C” indicates the low temperature treatment (14°C) for 48 h, “D” indicates days after fertilization (DAF). Refer to Materials and Methods section for details.

**Table S1. Reproducibility of microarray data of each tissue.** “PCC” indicates Pearson correlation coefficient of data from the entire array. “ZH” or “HF” indicates the whole seed of Zhonghua 11 or Hanfeng respectively. “C” indicates the low temperature treatment (14oC) for 48 h, “D” indicates days after fertilization (DAF). Refer to Materials and Methods section for details.

| Samples | PCC |
| --- | --- |
| Root | 0.960 |
| Leaf | 0.996 |
| Seedling | 0.991 |
| Ovary | 0.970 |
| Embryo 3D | 0.970 |
| Embryo 6D | 0.992 |
| Embryo 9D | 0.983 |
| Embryo 12D | 0.983 |
| Endosperm 3D | 0.970 |
| Endosperm 6D | 0.966 |
| Endosperm 9D | 0.985 |
| Endosperm 16D | 0.959 |
| ZH 4D | 0.879 |
| ZH 6D | 0.929 |
| ZH 4D-2DC | 0.924 |
| ZH 10D | 0.916 |
| ZH 12D | 0.946 |
| ZH 10D-2DC | 0.920 |
| HF 4D | 0.901 |
| HF 4D-2DC | 0.937 |

# Supplementary material for: Genome-Wide Analysis of the Complex Transcriptional Networks of Rice Developing Seeds
**Source:** PLoS One. 2012 Feb 17;7(2):e31081. doi: 10.1371/journal.pone.0031081
**Supplement:** Table S2 — Transcription factors associated with seed development. The TF numbers of each family are shown. “Em” or “En” indicates the genes predominately expressed in embryo or endosperm, respectively. “Both” indicates that genes are predominately expressed in both embryo and endosperm; “Em_T” or “En_T” indicate that genes showing regulated expression pattern during embryo or endosperm development, respectively. “Total Number” indicates the total number of genes in each TF family in genome and “Sum of all TFs” indicates the number of all identified TF genes by hybridization. Chi-square test was performed to test the enrichment of each TF families, if the P value is less than 0.05, the number will be shown in bold.

**Table S2. Transcription factors associated with seed development.** The TF numbers of each family are shown. “Em” or “En” indicates the genes predominately expressed in embryo or endosperm, respectively. “Both” indicates that genes are predominately expressed in both embryo and endosperm; “Em_T” or “En_T” indicate that genes showing regulated expression pattern during embryo or endosperm development, respectively. “Total Number” indicates the total number of genes in each TF family in genome and “Sum of all TFs” indicates the number of all identified TF genes by hybridization. Chi-square test was performed to test the enrichment of each TF families, if the P value is less than 0.05, the number will be shown in bold.

| Family | Total number | Em | En | Both | Em_T | En_T | Identified TFs |
| --- | --- | --- | --- | --- | --- | --- | --- |
| bZIP | 92 | 3 | 5 | **4** | **4** | 3 | **19** |
| CCAAT | 46 | 2 | 2 | **8** | 3 | 0 | **15** |
| PHD | 57 | 4 | **5** | 0 | 2 | 1 | **12** |
| AP2-EREBP | 169 | 5 | 3 | 0 | 2 | 2 | 12 |
| bHLH | 151 | 5 | 4 | 1 | 1 | 0 | 11 |
| ABI3VP1 | 55 | **8** | 0 | 2 | 1 | 0 | **11** |
| NAC | 132 | 0 | 3 | **7** | 0 | 0 | 10 |
| C3H | 71 | 2 | 5 | 1 | 1 | 1 | 10 |
| C2H2 | 113 | 4 | 3 | 0 | 0 | 2 | 9 |
| Orphans | 69 | 2 | 2 | 0 | 0 | 3 | 7 |
| HB | 96 | 3 | 3 | 0 | 1 | 0 | 7 |
| MYB | 117 | 3 | 3 | 0 | 1 | 0 | 7 |
| BSD | 10 | 2 | 2 | 0 | 1 | 1 | **6** |
| HSF | 25 | **4** | 0 | 0 | 1 | 1 | **6** |
| GNAT | 37 | 2 | 1 | 0 | 1 | 1 | 5 |
| SET | 32 | 2 | 1 | 0 | 1 | 0 | 4 |
| GRF | 12 | **4** | 0 | 0 | 0 | 0 | **4** |
| TCP | 22 | 0 | 0 | 0 | 1 | **3** | 4 |
| MYB-related | 80 | 0 | 3 | 1 | 0 | 0 | 4 |
| ARF | 25 | 2 | 0 | 1 | 0 | 1 | 4 |
| SNF2 | 37 | 1 | 1 | 0 | 0 | 2 | 4 |
| TRAF | 71 | 0 | 3 | 0 | 0 | 1 | 4 |
| MADS | 69 | 1 | 1 | 0 | 1 | 0 | 3 |
| mTERF | 30 | 1 | 0 | 1 | 0 | 1 | 3 |
| Alfin-like | 10 | 2 | 1 | 0 | 0 | 0 | 3 |
| HMG | 9 | 2 | 0 | 0 | 0 | 1 | **3** |
| FAR1 | 123 | 1 | 2 | 0 | 0 | 0 | 3 |
| SWI/SNF | 11 | 1 | 1 | 1 | 0 | 0 | 3 |
| FHA | 18 | 1 | 2 | 0 | 0 | 0 | 3 |
| WRKY | 105 | 0 | 1 | 0 | 1 | 1 | 3 |
| Jumonji | 14 | 1 | 1 | 0 | 0 | 1 | 3 |
| Other | 438 | 17 | 16 | 5 | 4 | 6 | 48 |
| Sum of all TFs | 2346 | 85 | 74 | 32 | 27 | 32 | 250 |

# Supplementary material for: Genome-Wide Analysis of the Complex Transcriptional Networks of Rice Developing Seeds
**Source:** PLoS One. 2012 Feb 17;7(2):e31081. doi: 10.1371/journal.pone.0031081
**Supplement:** Table S3 — Cis elements associated with seed development. “Ra_G” or “Ra_L” indicate the ratio of cis element in the whole genome or in the gene lists, respectively. “FDR” indicates the FDR corrected P value.

**Table S3. Cis elements associated with seed development.** “Ra_G” or “Ra_L” indicate the ratio of cis element in the whole genome or in the gene lists, respectively. “FDR” indicates the FDR corrected P value.

| Cis element | Ra_G | Ra_L | FDR | Key words |
| --- | --- | --- | --- | --- |
| Down-regulated during embryo development | | | | |
| D1GMAUX28 | 0.001 | 0.027 | 0.000 | Auxin, phytochrome |
| GLUTAACAOS | 0.000 | 0.009 | 0.010 | Glutelin, seed, endosperm, |
| Up regulated during embryo development | | | | |
| ABRE2HVA22 | 0.000 | 0.014 | 0.000 | ABRE, G-box |
| ACGTOSGLUB1 | 0.096 | 0.235 | 0.000 | GluB-1, glutelin, endosperm, seed |
| Up-regulated during endosperm development | | | | |
| ACGTOSGLUB1 | 0.096 | 0.213 | 0.000 | GluB-1, glutelin, endosperm, seed |
| ABREMOTIFIIIOSRAB16B | 0.002 | 0.02 | 0.000 | ABA, ABRE |
| ABRERATCAL | 0.597 | 0.75 | 0.000 | ABRE, calcium, |
| SEF1MOTIF | 0.253 | 0.38 | 0.002 | Storage protein, globulin |
| ABREMOTIFAOSOSEM | 0.016 | 0.052 | 0.003 | ABRE, Em, Osem, ABA, VP1, seed |
| ACGTABOX | 0.277 | 0.401 | 0.003 | A-box, G motif, sugar |
| ACGTABREMOTIFAOSOSEM | 0.016 | 0.052 | 0.003 | ABRE, CE3, ABA, VP1, TRAB1 |
| GAGA8HVBKN3 | 0.024 | 0.067 | 0.003 | GAGA, GBP, BBR |
| Predominantly expressed in embryo | | | | |
| ABRE3HVA1 | 0.001 | 0.007 | 0.001 | ABRE, ABA, HVA1, ABRE3, seed, embryo |
| SBOXATRBCS | 0.056 | 0.099 | 0.001 | RbcS, sugar, ABA, ABI4 |
| ANAERO2CONSENSUS | 0.431 | 0.519 | 0.002 | Anaerobic |
| INTRONLOWER | 0.339 | 0.423 | 0.002 | Intron, splice junction |
| CTRMCAMV35S | 0.166 | 0.23 | 0.002 | CaMV 35S, enhancer |
| LECPLEACS2 | 0.234 | 0.303 | 0.004 | Cysteine protease, ethylene, xylanase |
| MYBPLANT | 0.322 | 0.398 | 0.004 | MYB, PAL, phenylpropanoid |
| Predominantly expressed in endosperm | | | | |
| GLUTAACAOS | 0.000 | 0.004 | 0.000 | AACA, glutelin, seed, endosperm |
| GCCCORE | 0.516 | 0.596 | 0.000 | GCC, GCC-box, ERE, JA, Pti4, ERF, PR |
| GLUTEBOX1OSGT2 | 0.000 | 0.000 | 0.000 | Glutelin, Box 1, Gt2, seed, endosperm |
| PYRIMIDINEBOXHVEPB1 | 0.200 | 0.258 | 0.000 | Cysteine proteinase, GA, ABA,aleurone |
| RAV1AAT | 0.860 | 0.907 | 0.000 | RAV1, AP2, VP1, B3, root, leaf, shoot |
| PREATPRODH | 0.389 | 0.453 | 0.000 | Proline, ProDH, bZIP |
| ABRELATERD1 | 0.707 | 0.763 | 0.001 | ABRE, etiolation, erd |
| WRECSAA01 | 0.006 | 0.015 | 0.001 | Wound, AAO, wounding |
| MYB1AT | 0.726 | 0.778 | 0.002 | MYB, rd22BP1, ABA, leaf, seed, stress |
| Highly expressed in both embryo and endosperm | | | | |
| GLUTAACAOS | 0.000 | 0.009 | 0.000 | AACA, glutelin, seed, endosperm |
| AACAOSGLUB1 | 0.000 | 0.002 | 0.000 | GluB-1, glutelin, endosperm, seed |
| GADOWNAT | 0.084 | 0.150 | 0.000 | GA, seed, germination |
| GLUTEBP1OS | 0.000 | 0.002 | 0.000 | Glutelin, seed, endosperm, BP-1, |
| ABREMOTIFAOSOSEM | 0.016 | 0.043 | 0.000 | ABRE, Em, Osem, ABA, VP1, seed |
| ACGTABREMOTIFA2OSEM | 0.229 | 0.317 | 0.000 | ABA, ABRE, motif A, DRE, |
| ACGTABREMOTIFAOSOSEM | 0.016 | 0.043 | 0.000 | ABRE, VP1, TRAB1, Osem, Em, seed |
| ABRELATERD1 | 0.707 | 0.794 | 0.001 | ABRE, etiolation |

# Supplementary material for: Genome-Wide Analysis of the Complex Transcriptional Networks of Rice Developing Seeds
**Source:** PLoS One. 2012 Feb 17;7(2):e31081. doi: 10.1371/journal.pone.0031081
**Supplement:** Table S4 — Identified protein kinases associated with seed development. “P value” is calculated from limma (for predominantly expressed genes) or by ANOVA analysis (for regulated genes).

**Table S4. Identified protein kinases associated with seed development.** “P value” is calculated from limma (for predominantly expressed genes) or by ANOVA analysis (for regulated genes).

# Supplementary material for: Genome-Wide Analysis of the Complex Transcriptional Networks of Rice Developing Seeds
**Source:** PLoS One. 2012 Feb 17;7(2):e31081. doi: 10.1371/journal.pone.0031081
**Supplement:** Table S5 — Transcription factors (TFs) those are down-regulated in Zhonghua 11 seeds by low temperature at early stage. “Type” indicates the expression pattern of TF genes during seed development, including En (endosperm), Em (embryo), Both (endosperm and embryo) and En_T (regulated expression pattern during endosperm development in time course).

**Table S5. Transcription factors (TFs) those are down-regulated in Zhonghua 11 seeds by low temperature at early stage.** “Type” indicates the expression pattern of TF genes during seed development, including En (endosperm), Em (embryo), Both (endosperm and embryo) and En_T (regulated expression pattern during endosperm development in time course).

| Gene | Ratio | Family | Type | Homolog genes  in Arabidopsis |
| --- | --- | --- | --- | --- |
| Os03g08460 | 51.971 | AP2-EREBP |  | RAP2.12 |
| Os06g39240 | 7.035 | MBF1 | En | MBF1C |
| Os02g58210 | 6.078 | Jumonji | Em | jmjC |
| Os09g28440 | 4.331 | AP2-EREBP |  | RRTF1 |
| Os01g74020 | 3.912 | G2-like |  | PCL1 |
| Os06g15480 | 3.542 | bZIP | En_T | PAN |
| Os08g31930 | 3.45 | PHD |  | Zinc finger |
| Os01g74590 | 3.247 | MYB | En | ATMYBR1 |
| Os09g35790 | 3.211 | HSF |  | AT-HSFB2B |
| Os08g09690 | 3.151 | CCAAT-HAP2 |  | NF-YA4 |
| Os02g36924 | 2.967 | MADS |  | AGL16 |
| Os02g40510 | 2.571 | Pseudo ARR-B |  | TOC1 |
| Os01g04800 | 2.448 | AP2-EREBP |  | RAV2 |
| Os05g34310 | 2.082 | NAC | Both | anac025 |

# Supplementary material for: Genome-Wide Analysis of the Complex Transcriptional Networks of Rice Developing Seeds
**Source:** PLoS One. 2012 Feb 17;7(2):e31081. doi: 10.1371/journal.pone.0031081
**Supplement:** Table S6 — Involved biological processes of genes with differential expression in Hanfeng variety. aGenes were highly expressed in Zhanghua 11 (ZH), bgenes were highly expressed in Hanfeng (HF). Chi-square test was performed to test the enrichment of each GO term. The data indicates −log10 (P value). “-” indicates that the genes are not enriched in the GO term.

**Table S6. Involved biological processes of genes with differential expression in Hanfeng variety.** aGenes were highly expressed in Zhanghua 11 (ZH), bgenes were highly expressed in Hanfeng (HF). Chi-square test was performed to test the enrichment of each GO term. The data indicates -log10 (P value). “-” indicates that the genes are not enriched in the GO term.

| GO ID | GO term | Pre treatment | | | Treated | |
| --- | --- | --- | --- | --- | --- | --- |
| ZHa | | HFb | ZHa | HFb |
| GO:0019915 | Sequestering of lipid | - | | 6.717 | - | 4.422 |
| GO:0006635 | Fatty acid β-oxidation | - | | 5.451 | - | 3.583 |
| GO:0006096 | Glycolysis | - | | 3.056 | - | 1.984 |
| GO:0019575 | Sucrose catabolic process | - | | - | - | 7.267 |
| GO:0009073 | Aromatic amino acid family biosynthetic process | - | | - | - | 6.087 |
| GO:0005986 | Sucrose biosynthetic process | - | | - | - | 6.087 |
| GO:0008654 | Phospholipid biosynthetic process | - | | - | - | 5.495 |
| GO:0006800 | Oxygen and ROS metabolic process | - | | - | 5.951 | 4.102 |
| GO:0046488 | Phosphatidylinositol metabolic process | 11.102 | | - | - | - |
| GO:0044267 | Cellular protein metabolic process | 6.120 | | - | - | - |
| GO:0016310 | Phosphorylation | 5.882 | | - | - | - |
| GO:0006139 | Nucleobase, nucleic acid metabolism | 3.465 | | - | 3.782 | - |
| GO:0006075 | 1,3-beta-glucan biosynthetic process | - | | - | 10.532 | - |
| GO:0009311 | Oligosaccharide metabolic process | - | | - | 3.079 | - |
|  |  |  | |  |  |  |
| GO:0007049 | Cell cycle | 5.092 | | - | 5.552 | - |
| GO:0000910 | Cytokinesis | 5.882 | | - | - | - |
| GO:0000226 | Microtubule cytoskeleton organization and biogenesis | | - | - | 9.892 | - |
| GO:0007018 | Microtubule-based movement | 2.986 | | - | - | - |
| GO:0006298 | Mismatch repair | 8.554 | | - | 9.326 | - |
| GO:0006913 | Nucleocytoplasmic transport | 8.554 | | - | 9.326 | - |
| GO:0006904 | Vesicle docking during exocytosis | - | | - | 3.079 | - |
| GO:0045454 | Cell redox homeostasis | - | | - | 2.865 | 1.949 |
| GO:0009992 | Cellular water homeostasis | - | | - | 3.137 | - |
| GO:0042542 | Response to hydrogen peroxide | - | | - | 13.225 | 2.422 |
| GO:0010020 | Chloroplast fission | - | | 14.922 | - | 9.821 |
|  |  |  | |  |  |  |
| GO:0035194 | Posttranscriptional gene silencing by RNA | 10.330 | | - | - | - |
| GO:0030422 | RNA interference, production of siRNA | 10.330 | | - | - | - |
| GO:0006396 | RNA processing | - | | 2.195 | - | 5.216 |
| GO:0006364 | RNA processing | 5.458 | | - | - | - |
|  |  |  | |  |  |  |
| GO:0000059 | Protein import into nucleus, docking | 8.554 | | - | - | - |
| GO:0006512 | Ubiquitin cycle | - | | 4.252 | - | - |
| GO:0006486 | Protein amino acid glycosylation | - | | 3.003 | - | 1.949 |
| GO:0006470 | Protein amino acid dephosphorylation | - | | - | 2.722 | - |
| GO:0009306 | Protein secretion | - | | - | - | 5.240 |
| GO:0006511 | Ubiquitin-dependent protein catabolic process | - | | - | 1.633 | 2.334 |

# Supplementary material for: Genome-Wide Analysis of the Complex Transcriptional Networks of Rice Developing Seeds
**Source:** PLoS One. 2012 Feb 17;7(2):e31081. doi: 10.1371/journal.pone.0031081
**Supplement:** Table S7 — Primers used in real time quantitative PCR (qRT-PCR) analysis. “S” and “A” indicate the sense or antisense primer respectively.

**Table S7. Primers used in real time quantitative PCR (qRT-PCR) analysis.** “S” and “A” indicate the sense or antisense primer respectively.

| Gene | Primer | Sequences(5’-3’) |
| --- | --- | --- |
| Os10g11580 | S | CTGAAGGAAGTGATGGTGCCG |
|  | A | CTTGTGCTGTTTCGCCTTTCG |
| Os02g03030 | S | GGCGGACAGGTTCATCAAGG |
|  | A | AAGCGGACGCACTTGAGATT |
| Os06g15480 | S | AGCACCAGCGGCACATCAAC |
|  | A | GGCGGAACACCTGGTCGTAG |
| Os01g53220 | S | GGGCCAGATGATGGCGTTCC |
|  | A | CAGGGATCGGACCCGTTGTT |
| Os02g49370 | S | TCGGTGGGATGCTCAAGTCC |
|  | A | GGCGGCATGAGCTGGTGGAA |
| Os08g09230 | S | ATACTGCGACAAAGCCACAACT |
|  | A | CAGCATTCTTGCCTTCAACCAC |
| Os12g27830 | S | GGCAAGGGAAGCGTTGTCTCA |
|  | A | CCACCAGCCTCAGCCATCTTC |
| Os02g16820 | S | TTAATGCCCATAGCCTGGTGTA |
|  | A | AAGCATTAGCGATCACATCCACT |
| Os05g36290 | S | ATCCTTGTATGCTAGCGGTCGA |
| (ACTIN1) | A | ATCCAACCGGAGGATAGCATG |

How the deposited data were processed for this re-analysis (not part of the article)

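The deposited arrays cover the low temperature experiment in seeds. Whole seeds of ZH were collected at 4, 6, 10 and 12 DAF, and after 2 days at 14°C from 4 or 10 DAF, and seeds of HF at 4 DAF and after 2 days at 14°C from 4 DAF. Each of these 8 conditions had 2 arrays, 16 in all. Replicate numbers 1 and 2 are those of the array labels. The labels and the paper's text do not name a hybridization date, and no array of HF seeds at 6 DAF at normal temperature was used here. The profiling of seeds over development and of seedlings under stress that the paper also reports was not analysed here, because none of those samples is among the 16 arrays.

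The deposited values are intensities that the authors made with MAS5, according to the array labels, from 1 array per sample. The values were linear, and their 2% trimmed mean was 500 on every array. The paper's methods name GC-RMA with a threshold of 2-fold and an unadjusted p under 0.05, so that the values used here and those behind the paper's tables differ in their summary of the probes. Median signal, 5th percentile and highest signal were recorded for each array. The 5th percentile was 4.94 to 12.0 on the arrays of replicate 1 and 1.81 to 2.67 on those of replicate 2, and the highest signal was 87265 to 256785 and 35851 to 58670. The spiked control BioB was at 740 to 7666 on the former and 368 to 816 on the latter. The number of arrays limits the precision.

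The probe set annotation paired 22436 of the 57381 probe sets with 1 gene, 95 with several genes and 34850 with none. All 22436 were found in the RefSeq gene table, whose assembly is named ASM3414082v1, and 3194 probe sets belonged to the 2458 genes with a name. No coordinate was used. Genes that the paper names only by a locus number of another annotation could not be matched and were not analysed here.

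Values were compared as log2(signal + 16). The 187 control probe sets were removed, and the 34331 probe sets whose mean over all arrays was above the 40th percentile were tested. Linear models with 1 coefficient per condition were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, so that all conditions shared an estimate of the spread. The 4 main comparisons were ZH 4D-2DC against ZH 6D, ZH 10D-2DC against ZH 12D, HF 4D against ZH 4D, and HF 4D-2DC against ZH 4D-2DC. ZH 4D-2DC against ZH 4D and HF 4D-2DC against HF 4D were also compared, and contrasts of contrasts tested whether the response to low temperature differed between stages or between cultivars. Probe sets were counted at an unadjusted p under 0.05 and over 2-fold, as in the paper's methods, and single probe sets were called at a Benjamini-Hochberg adjusted p under 0.05. All tests were two-sided. A permutation test of 2 arrays against 2 cannot give a p below 0.33 and was not used.

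Gene lists were fixed by a description of their function before the data were examined. The gene symbols of each list were chosen after the annotation had been seen and before any list was compared. Of 48 lists, 47 had at least 3 genes tested. A gene was represented by its probe set of the highest mean. Lists were tested with camera of the limma package at a preset correlation of 0.01, and beside it with an estimated correlation. The fry test was also run, which asks whether the genes of a list move on balance one way and does not compare them with other probe sets, so that its p is not an alternative to that of camera. For each test p was adjusted by Benjamini-Hochberg over the 47 lists of a comparison. At the preset correlation the number of lists with an adjusted p under 0.05 was 0 and 1 after low temperature in ZH at 4 and 10 DAF, 3 and 2 between the cultivars at normal and low temperature, 4 in ZH 4D-2DC against ZH 4D, 0 in HF 4D-2DC against HF 4D, 2 in the difference between stages and 1 in the difference between cultivars. With an estimated correlation and with fry it was 0 in all of them. A set of probe sets that change with the age of the seed was defined on ZH 4D, ZH 10D and ZH 12D, at an adjusted p under 0.05 and over 2-fold, and compared between ZH 4D-2DC and ZH 6D.

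Genes were named by a rule that took every gene the paper names for this experiment that could be matched to a probe set, the 5 largest increases and the 5 largest decreases with a gene name at an adjusted p under 0.05 in each main comparison, and in each list reported up to 4 members at an adjusted p under 0.05 or, where none passed, up to 2 members with the highest mean. The values of the paper's Table S5 and Figure 10 had been seen when the rule was written. HSFB2A and HSFB2C were given beside HSFB2B because the paper uses that name for the Arabidopsis homolog of a rice locus, whose number could not be matched to the annotation. No named gene passed the adjusted p in the 4 main comparisons, and other genes outside the rule are marked as chosen after their values were seen.

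Arrays of the same replicate number were checked for a shared effect. The differences between replicates correlated across probe sets by over 0.1 in 28 of 28 pairs of conditions, with a lowest correlation of 0.216, a median of 0.416 and a highest of 0.638. The first principal component, with 28.2% of the variance, separated the replicate numbers, and the second, with 21.6%, did not. Replicate number was therefore also fitted as a block, which lowered the residual standard deviation from 0.899 to 0.706.

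The alternatives were a pseudocount of 1 or 64, quantile normalization, median centring of each array, no filter, a filter at the 60th percentile, only the arrays of the groups compared, a prior variance that follows the mean level, the replicate block, each array left out in turn, an adjusted p by Benjamini-Hochberg or Benjamini-Yekutieli, a threshold of 3-fold, genes in place of probe sets, and all probe sets of each gene in a list. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

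The method was tested on simulated data with the spread of these arrays. With an effect of replicate number and no block, the methods' threshold recovered 6% of 50 probe sets changed by 2-fold, 56% by 4-fold, 92% by 8-fold and 96% by 16-fold, and also took in 688 unchanged ones, and the adjusted p recovered 0% at each size. With the block it recovered 26%, 84%, 94% and 98% with 1728 unchanged ones, and the adjusted p recovered 32% at 8-fold and 48% at 16-fold. Without an effect of replicate number and without the block, the adjusted p recovered 2% at 4-fold, 34% at 8-fold and 68% at 16-fold, with 2 unchanged probe sets. Of 200 simulated lists of 20 unchanged genes, 1.0% to 2.0% had a camera p under 0.05. The simulated probe sets varied independently apart from the effect of replicate number, so that this does not give the rate for lists whose genes vary together.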

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

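The tests of explanations for the small heat shock proteins were chosen only after the result was seen.

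In the test of whether the response to low temperature differed between stages, 2 lists stood apart. The 22 ribosomal proteins, which make up the translation machinery, had a shift of -0.67 at 4 DAF relative to 10 DAF (adjusted p = 0.00783, and 0.953 with an estimated correlation; 6.30e-05 to 0.953 over all alternatives with camera), and all 22 lay below the median. The 17 small heat shock proteins had a shift of -1.19 (adjusted p = 0.00108, and 0.179 with an estimated correlation; 7.50e-05 to 0.179 over all alternatives with camera), with 14 of 17 members below the median. In the test of whether the response differed between cultivars, the 11 storage proteins had a shift of -2.24 in HF relative to ZH (adjusted p = 0.00454, 0.971 with an estimated correlation and 0.0117 with replicate number as a block), with 10 of 11 below the median. That shift was 0.71 within replicate 1 and -5.11 within replicate 2, -1.31 without HF 4D replicate 2 (adjusted p = 0.637) and 0.02 without ZH 4D replicate 2 (adjusted p = 0.839), with a range of 3.48e-15 to 0.971 over all alternatives with camera. The 3'/5' signal ratio of the rice actin control was 49.6 in HF 4D, 593.6 in ZH 4D, 74.1 in HF 4D-2DC and 53.7 in ZH 4D-2DC in replicate 1, and 53.6, 8.39, 54.5 and 11.8 in replicate 2. That of the rice gapdh control was 5.87, 5.01, 5.38 and 7.43 in replicate 1, and 3.68, 1.53, 9.21 and 15.2 in replicate 2. The gapdh ratio thus did not set ZH 4D replicate 1 apart.

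The paper does not report on ZH 4D-2DC against ZH 4D, in which seeds differed in both treatment and age, and 4 lists passed the test there. Storage proteins of the endosperm had a shift of 3.54 (adjusted p = 4.81e-11, and 0.172 with an estimated correlation; 10 of 11 members above the median; 6 higher at the methods' threshold, and 4 when adjusted over the list alone). LEA proteins and dehydrins, which accumulate as seeds gain tolerance of drying, had a shift of 2.26 (adjusted p = 6.25e-07, and 0.172 with an estimated correlation; 7 of 8 above; 4 higher at the methods' threshold, and 2 when adjusted over the list alone), with 1.71 and 2.82 within replicates 1 and 2. Embryo regulators had a shift of 1.46 (adjusted p = 0.0141, 0.172 with an estimated correlation and 0.0485 with the block; 3 of 5 above), and are not evidence apart from the LEA list, since their 1 member that was higher at the methods' threshold and when adjusted over the list alone, Emp1 (4.72), is in both. Kinesins, motor proteins that move along microtubules, had a shift of -0.56 (adjusted p = 0.0103, 0.999 with an estimated correlation and 0.00206 with the block; 24 of 32 below; 1 lower at the methods' threshold). The storage protein shift was 1.55 within replicate 1 and 5.54 within replicate 2, and without ZH 4D replicate 2, in which the list's mean log2 value was 7.67 against 12.34 in ZH 4D replicate 1, it was 1.29 (adjusted p = 0.0878; 7.95e-22 to 0.172 over all alternatives with camera). Without the same array the shift was 1.16 for embryo regulators (adjusted p = 0.263; 0.00164 to 0.263 over all alternatives with camera) and -0.47 for kinesins (adjusted p = 0.263; 0.000164 to 0.999), and without ZH 4D-2DC replicate 2 it was 0.99 and -0.29 (adjusted p = 0.255 and 0.494).

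Small heat shock proteins had a shift of 1.14 at 10 DAF (adjusted p = 1.21e-05, and 0.0562 with an estimated correlation), and at 4 DAF a shift of -0.03 and a median of 0.32, with camera's direction up (adjusted p = 0.957). A hybridization effect that follows the replicate number and is equal in both conditions cancels in their difference, so that it cannot make this shift. Within the replicate numbers the smaller of the 2 shifts at 10 DAF was 0.94. An effect that was not equal in both conditions stays open. For the authors' scaling, median centring cannot move a shift taken relative to the median and so decides nothing. With quantile normalization, which can move it, the difference between stages was 1.01 times its value on the deposited scale. A response that depends on the stage of the seed stays open as a hypothesis, since the test of the difference between stages had an adjusted p of 0.179 with an estimated correlation, and of 0.0897 without ZH 12D replicate 2 and 0.0840 without ZH 4D-2DC replicate 1.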

How the results depend on the processing

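The alternative that joined quantile normalization with the replicate block was chosen after seeing the data. Over the settings that kept all 16 arrays, 67 counts of probe sets moved by over 1.5 times and 73 did not, 18 signs of named genes turned and 740 did not, none of 18 tests of a difference between responses changed its count of 0, and among lists and replicate correlations 731 results kept their direction and their side of the threshold, 34 lost the call, 10 gained one, 20 turned direction and 3 moved. When 1 array was left out, the same tallies were 25 and 15 for counts, 69 and 235 for genes and 16 tests of a difference without a change, and 198 list results kept direction and side, 21 lost the call, 13 gained one and 71 turned. Leaving out an array also left the groups unequal in replicate number, and the remaining array of that group was assumed to vary like the other groups. With replicate number as a block, 10 counts rose past 1.5 times, auxin genes at 4 DAF (adjusted p = 0.0318, and 0.959 with an estimated correlation) gained a call, AP2/EREBP transcription factors between treated cultivars (adjusted p = 0.107) lost one, and none of the other 65 list results, 76 gene values and 2 tests of a difference changed its call or sign. Median centring moved the median of all tested probe sets to 0.30 in HF 4D-2DC against HF 4D, -0.22 at 10 DAF, 0.16 between treated cultivars and -0.15 between untreated ones, and the shifts of lists are given relative to that median. Signal near the background limits the replicate 1 and replicate 2 arrays differently, since the 5th percentile of the signal was 4.94 to 12.0 on the former and 1.81 to 2.67 on the latter, and 2 arrays per condition limit what any test here can call. The cause was not tested for any of the changes below, apart from the smaller number of genes when these were counted in place of probe sets, the smaller number of arrays where some were left out, and the stricter thresholds by construction. Here "between untreated cultivars" stands for HF 4D against ZH 4D, "between treated cultivars" for HF 4D-2DC against ZH 4D-2DC, "at 4 DAF" for ZH 4D-2DC against ZH 6D, "at 10 DAF" for ZH 10D-2DC against ZH 12D, and "between stages" for the difference of these last responses.

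Counts of probe sets at the methods' threshold moved by over 1.5 times as follows. With the replicate block there were 600 higher and 528 lower at 4 DAF, 954 higher and 1122 lower at 10 DAF, 820 higher and 784 lower between untreated cultivars, 245 higher and 797 lower between treated cultivars, 1485 in all in ZH 4D-2DC against ZH 4D and 2147 in all in HF 4D-2DC against HF 4D. With quantile normalization there were 190 higher between treated cultivars. With quantile normalization and the block together there were 554 higher and 550 lower at 4 DAF, 879 higher and 1091 lower at 10 DAF, 825 higher and 793 lower between untreated cultivars, 435 higher between treated cultivars, 1430 in all in ZH 4D-2DC against ZH 4D and 1943 in all in HF 4D-2DC against HF 4D. With median centring there were 173 higher at 10 DAF, 197 higher between untreated cultivars, 154 lower between treated cultivars and 386 in all in ZH 4D-2DC against ZH 4D. With a pseudocount of 64 there were 145 higher at 4 DAF and 182 lower between treated cultivars. Without a filter there were 651 higher at 10 DAF, 552 higher between untreated cultivars and 182 higher between treated cultivars. With the filter at the 60th percentile there were 141 higher at 4 DAF, 205 higher at 10 DAF, 148 higher between untreated cultivars and 51 higher and 172 lower between treated cultivars. With only the arrays of the groups compared there were 146 higher and 116 lower between untreated cultivars and 376 in all in ZH 4D-2DC against ZH 4D. Counting genes in place of probe sets there were 107 higher and 72 lower at 4 DAF, 123 higher and 211 lower at 10 DAF, 118 higher and 89 lower between untreated cultivars, 46 higher and 91 lower between treated cultivars, 287 in all in ZH 4D-2DC against ZH 4D and 363 in all in HF 4D-2DC against HF 4D. These counts used only the probe set of the highest mean of each annotated gene and left out probe sets without a single gene. At a Benjamini-Hochberg adjusted p under 0.05 and over 2-fold there were 0 higher and 0 lower at 4 DAF, 0 higher and 0 lower at 10 DAF, 0 higher and 1 lower between untreated cultivars, 2 higher and 2 lower between treated cultivars, 0 in all in ZH 4D-2DC against ZH 4D and 0 in all in HF 4D-2DC against HF 4D. At a Benjamini-Yekutieli adjusted p under 0.05 and over 2-fold there were 0 higher and 0 lower at 4 DAF, 0 higher and 0 lower at 10 DAF, 0 higher and 0 lower between untreated cultivars, 0 higher and 0 lower between treated cultivars, 0 in all in ZH 4D-2DC against ZH 4D and 0 in all in HF 4D-2DC against HF 4D. Leaving out each replicate of the groups compared in turn, the counts ranged over 129 to 629 higher at 4 DAF, 103 to 441 lower at 4 DAF, 265 to 709 higher at 10 DAF, 274 to 821 lower at 10 DAF, 220 to 1182 higher between untreated cultivars, 266 to 991 lower between untreated cultivars, 81 to 318 higher between treated cultivars, 216 to 523 lower between treated cultivars, 385 to 1597 in all in ZH 4D-2DC against ZH 4D and 176 to 4015 in all in HF 4D-2DC against HF 4D.

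The lists that lost their call differed between alternatives. With an estimated correlation they were small heat shock proteins at 10 DAF (shift 1.14, adjusted p = 0.0562), small heat shock proteins between stages (shift -1.19, adjusted p = 0.179), ribosomal proteins between stages (shift -0.67, adjusted p = 0.953), storage proteins between untreated cultivars (shift 1.97, adjusted p = 0.972), LEA proteins and dehydrins between untreated cultivars (shift 1.43, adjusted p = 0.835), photosynthesis between untreated cultivars (shift 1.34, adjusted p = 0.972), aquaporins between treated cultivars (shift 0.57, adjusted p = 0.965), AP2/EREBP transcription factors between treated cultivars (shift -0.68, adjusted p = 0.965), storage proteins in the cultivar by treatment test (shift -2.24, adjusted p = 0.971), storage proteins in ZH 4D-2DC against ZH 4D (shift 3.54, adjusted p = 0.172), LEA proteins and dehydrins in ZH 4D-2DC against ZH 4D (shift 2.26, adjusted p = 0.172), embryo regulators in ZH 4D-2DC against ZH 4D (shift 1.46, adjusted p = 0.172), kinesins in ZH 4D-2DC against ZH 4D (shift -0.56, adjusted p = 0.999) and probe sets higher later in development at 4 DAF (shift -0.36, adjusted p = 0.959). The fry test asks whether the genes of a list move on balance one way and does not compare them with other probe sets, so that its adjusted p is not a loss of the call. It was over 0.05 for each list that camera called, namely small heat shock proteins at 10 DAF (shift 1.14, adjusted p = 0.125), small heat shock proteins between stages (shift -1.19, adjusted p = 0.904), ribosomal proteins between stages (shift -0.67, adjusted p = 0.904), storage proteins between untreated cultivars (shift 1.97, adjusted p = 0.995), LEA proteins and dehydrins between untreated cultivars (shift 1.43, adjusted p = 0.995), photosynthesis between untreated cultivars (shift 1.34, adjusted p = 0.995), aquaporins between treated cultivars (shift 0.57, adjusted p = 0.969), AP2/EREBP transcription factors between treated cultivars (shift -0.68, adjusted p = 0.969), storage proteins in the cultivar by treatment test (shift -2.24, adjusted p = 0.992), storage proteins in ZH 4D-2DC against ZH 4D (shift 3.54, adjusted p = 0.617), LEA proteins and dehydrins in ZH 4D-2DC against ZH 4D (shift 2.26, adjusted p = 0.457), embryo regulators in ZH 4D-2DC against ZH 4D (shift 1.46, adjusted p = 0.457), kinesins in ZH 4D-2DC against ZH 4D (shift -0.56, adjusted p = 0.985) and probe sets higher later in development at 4 DAF (shift -0.36, adjusted p = 0.980). With quantile normalization they were ribosomal proteins between stages (shift -0.27, adjusted p = 0.620), photosynthesis between untreated cultivars (shift 1.29, adjusted p = 0.0855), aquaporins between treated cultivars (shift 0.56, adjusted p = 0.245) and AP2/EREBP transcription factors between treated cultivars (shift -0.57, adjusted p = 0.246). Without a filter they were ribosomal proteins between stages (shift -0.55, adjusted p = 0.0614), photosynthesis between untreated cultivars (shift 1.23, adjusted p = 0.0678), aquaporins between treated cultivars (shift 0.53, adjusted p = 0.116) and AP2/EREBP transcription factors between treated cultivars (shift -0.57, adjusted p = 0.157). With quantile normalization and the block together they were ribosomal proteins between stages (shift -0.27, adjusted p = 0.430), AP2/EREBP transcription factors between treated cultivars (shift -0.57, adjusted p = 0.166) and embryo regulators in ZH 4D-2DC against ZH 4D (shift 1.42, adjusted p = 0.0643). With a pseudocount of 1 they were aquaporins between treated cultivars (shift 0.59, adjusted p = 0.0570), AP2/EREBP transcription factors between treated cultivars (shift -0.81, adjusted p = 0.0570) and probe sets higher later in development at 4 DAF (shift -0.33, adjusted p = 0.105). With median centring they were aquaporins between treated cultivars (shift 0.57, adjusted p = 0.166), AP2/EREBP transcription factors between treated cultivars (shift -0.68, adjusted p = 0.166) and embryo regulators in ZH 4D-2DC against ZH 4D (shift 1.46, adjusted p = 0.0540). With a pseudocount of 64 they were AP2/EREBP transcription factors between treated cultivars (shift -0.50, adjusted p = 0.0523). With the replicate block they were AP2/EREBP transcription factors between treated cultivars (shift -0.68, adjusted p = 0.107). With all probe sets of each gene they were embryo regulators in ZH 4D-2DC against ZH 4D (shift 1.03, adjusted p = 0.0817). Other lists gained a call. With a pseudocount of 64 these were cold acclimation genes at 10 DAF (shift 0.70, adjusted p = 0.0384). With the filter at the 60th percentile these were cold acclimation genes at 10 DAF (shift 0.79, adjusted p = 0.0282) and heat stress transcription factors at 10 DAF (shift 0.76, adjusted p = 0.0123). With quantile normalization and the block together these were cold acclimation genes at 10 DAF (shift 0.74, adjusted p = 0.0287), heat stress transcription factors at 10 DAF (shift 0.63, adjusted p = 0.0322) and auxin at 4 DAF (shift 0.34, adjusted p = 0.0191). With all probe sets of each gene these were cold acclimation genes at 10 DAF (shift 0.73, adjusted p = 0.0270) and heat stress transcription factors at 10 DAF (shift 0.61, adjusted p = 0.0218). Without a filter these were auxin at 4 DAF (shift 0.39, adjusted p = 0.0350). With the replicate block these were auxin at 4 DAF (shift 0.33, adjusted p = 0.0318). With an estimated correlation 0 lists were called in any comparison, with or without the block.

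The shift of a list turned direction under these alternatives, with adjusted p over 0.05 under each. With all probe sets of each gene it did so for cold acclimation genes at 4 DAF (-0.0036), small heat shock proteins at 4 DAF (0.045), auxin at 10 DAF (-0.0041), chloroplast organization and import at 4 DAF (-0.059), circadian clock at 4 DAF (0.063), protein phosphatases between treated cultivars (-0.030) and glycolysis between untreated cultivars (0.024). With a pseudocount of 64 it did so for auxin at 10 DAF (-0.0087). With quantile normalization it did so for auxin at 10 DAF (-0.0053), starch synthesis at 4 DAF (0.15), protein phosphatases between treated cultivars (-0.0033) and ubiquitination between treated cultivars (-0.063). Without a filter it did so for auxin at 10 DAF (-0.085). With quantile normalization and the block together it did so for auxin at 10 DAF (-0.0053), starch synthesis at 4 DAF (0.15), protein phosphatases between treated cultivars (-0.0033) and ubiquitination between treated cultivars (-0.063). With the filter at the 60th percentile it did so for sucrose synthesis at 10 DAF (0.21), aromatic amino acid synthesis between treated cultivars (-0.041) and protein phosphatases between treated cultivars (-0.015). Differences of named genes also turned sign. With quantile normalization this held for HSP16.9A at 10 DAF (-0.11), RA14 at 4 DAF (0.069), GBSS1 at 4 DAF (0.17), EREBP1 between treated cultivars (-0.014), APX2 between treated cultivars (-0.026), UBC5A between treated cultivars (-0.13) and Eno1 between treated cultivars (-0.057). With median centring this held for HSP16.9A at 10 DAF (-0.15), ASA1 between treated cultivars (0.14), CLPC1 between treated cultivars (0.22) and GAPC3 between treated cultivars (0.20). With quantile normalization and the block together this held for HSP16.9A at 10 DAF (-0.11), RA14 at 4 DAF (0.069), GBSS1 at 4 DAF (0.17), EREBP1 between treated cultivars (-0.014), APX2 between treated cultivars (-0.026), UBC5A between treated cultivars (-0.13) and Eno1 between treated cultivars (-0.057).

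The median correlation between replicates was 0.795 on the linear scale, 0.798 over the probe sets above the 40th percentile and 0.793 with a pseudocount of 1.

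Calls ended for storage proteins between untreated cultivars (shift 1.03, adjusted p = 0.639), LEA proteins and dehydrins between untreated cultivars (shift 0.89, adjusted p = 0.517), photosynthesis between untreated cultivars (shift 0.35, adjusted p = 0.872) and storage proteins in the cultivar by treatment test (shift -1.31, adjusted p = 0.637) without HF 4D replicate 2, for AP2/EREBP transcription factors between treated cultivars (shift -0.43, adjusted p = 0.292) without HF 4D-2DC replicate 1, for ribosomal proteins between stages (shift -0.50, adjusted p = 0.211) without ZH 10D-2DC replicate 2 and for small heat shock proteins between stages (shift -1.0, adjusted p = 0.0897) and ribosomal proteins between stages (shift -0.53, adjusted p = 0.25) without ZH 12D replicate 2. They also ended for LEA proteins and dehydrins between untreated cultivars (shift 1.10, adjusted p = 0.215), storage proteins in ZH 4D-2DC against ZH 4D (shift 1.29, adjusted p = 0.0878), embryo regulators in ZH 4D-2DC against ZH 4D (shift 1.16, adjusted p = 0.263), kinesins in ZH 4D-2DC against ZH 4D (shift -0.47, adjusted p = 0.263) and probe sets higher later in development at 4 DAF (shift -0.34, adjusted p = 0.202) without ZH 4D replicate 2, for small heat shock proteins between stages (shift -0.80, adjusted p = 0.0840) and probe sets higher later in development at 4 DAF (shift -0.12, adjusted p = 0.447) without ZH 4D-2DC replicate 1, for ribosomal proteins between stages (shift -0.34, adjusted p = 0.480), AP2/EREBP transcription factors between treated cultivars (shift -0.48, adjusted p = 0.288), embryo regulators in ZH 4D-2DC against ZH 4D (shift 0.99, adjusted p = 0.255) and kinesins in ZH 4D-2DC against ZH 4D (shift -0.29, adjusted p = 0.494) without ZH 4D-2DC replicate 2 and for ribosomal proteins between stages (shift -0.46, adjusted p = 0.157) and probe sets higher later in development at 4 DAF (shift -0.28, adjusted p = 0.149) without ZH 6D replicate 1. Leaving out an array gave a call for ROS metabolism between untreated cultivars (shift 1.05, adjusted p = 0.000556) without HF 4D replicate 1, for ROS metabolism between treated cultivars (shift 0.81, adjusted p = 0.00481) without HF 4D-2DC replicate 1, for phosphatidylinositol metabolism between untreated cultivars (shift 0.72, adjusted p = 0.04996) without ZH 4D replicate 1, for heat stress transcription factors at 4 DAF (shift 0.74, adjusted p = 0.00414), auxin at 4 DAF (shift 0.83, adjusted p = 0.000108), ABA at 4 DAF (shift 0.79, adjusted p = 0.00181), cytokinin at 4 DAF (shift 0.77, adjusted p = 0.00451), ion transport at 4 DAF (shift 0.47, adjusted p = 0.00964), glycolysis in the cultivar by treatment test (shift 0.60, adjusted p = 0.0352) and jasmonate at 4 DAF (shift 0.87, adjusted p = 0.000776) without ZH 4D-2DC replicate 1, for ROS metabolism between treated cultivars (shift 0.76, adjusted p = 0.0378) and protein phosphatases between treated cultivars (shift 0.50, adjusted p = 0.0276) without ZH 4D-2DC replicate 2 and for auxin at 4 DAF (shift 0.76, adjusted p = 0.0182) without ZH 6D replicate 2. Over all alternatives with camera the adjusted p ranged from 0.0270 to 0.877 for cold acclimation genes at 10 DAF, 0.00414 to 0.961 for heat stress transcription factors at 4 DAF, 0.0123 to 0.877 for heat stress transcription factors at 10 DAF, 0.000108 to 0.959 for auxin at 4 DAF, 0.00181 to 0.973 for ABA at 4 DAF, 0.00451 to 0.981 for cytokinin at 4 DAF, 0.00964 to 0.959 for ion transport at 4 DAF, 0.000556 to 0.979 for ROS metabolism between untreated cultivars, 0.00481 to 0.965 for ROS metabolism between treated cultivars, 0.0276 to 0.979 for protein phosphatases between treated cultivars, 0.04996 to 0.972 for phosphatidylinositol metabolism between untreated cultivars, 3.48e-15 to 0.971 for storage proteins in the cultivar by treatment test, 0.0352 to 0.971 for glycolysis in the cultivar by treatment test, 7.95e-22 to 0.172 for storage proteins in ZH 4D-2DC against ZH 4D, 4.64e-08 to 0.172 for LEA proteins and dehydrins in ZH 4D-2DC against ZH 4D, 0.00164 to 0.263 for embryo regulators in ZH 4D-2DC against ZH 4D, 0.000164 to 0.999 for kinesins in ZH 4D-2DC against ZH 4D and 0.000776 to 0.989 for jasmonate at 4 DAF.

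With each array of a comparison left out in turn, the shifts of the lists ran from the lowest to the highest values given here. At 4 DAF, the shifts ran over cold acclimation genes -0.075 to 0.21, small heat shock proteins -0.47 to 0.40, heat stress transcription factors 0.014 to 0.74, auxin -0.17 to 0.83, ABA -0.27 to 0.79, brassinosteroid metabolism -0.55 to 0.72, cytokinin -0.42 to 0.77, chloroplast organization and import -0.056 to 0.087, lysine synthesis -0.45 to 0.15, sucrose synthesis -0.38 to 0.75, ion transport -0.14 to 0.47, starch synthesis -0.53 to 0.40, circadian clock -0.28 to 0.10, ethylene -0.30 to 0.77 and jasmonate -0.64 to 0.87. Between stages, the shifts ran over small heat shock proteins -1.61 to -0.80 and ribosomal proteins -1.03 to -0.34. At 10 DAF, the shifts ran over auxin -0.29 to 0.35, ABA -0.23 to 0.60, brassinosteroid metabolism -1.53 to 0.95, cytokinin -0.54 to 0.45, chloroplast organization and import -0.34 to 0.14, lysine synthesis -0.47 to 0.16, sucrose synthesis -0.31 to 0.11, storage proteins -0.77 to 1.17, ethylene -0.36 to 0.79 and jasmonate -0.15 to 0.29. Between untreated cultivars, the shifts ran over storage proteins -0.25 to 4.27, LEA proteins and dehydrins 0.89 to 1.95, photosynthesis -0.13 to 2.89, sucrose synthesis -0.041 to 1.31, aromatic amino acid synthesis -0.35 to 0.80, ROS metabolism -0.33 to 1.05, glycolysis -0.76 to 0.28 and phosphatidylinositol metabolism -0.35 to 0.72. Between treated cultivars, the shifts ran over aquaporins -0.29 to 1.42, AP2/EREBP transcription factors -0.93 to -0.43, sucrose synthesis -0.40 to 0.70, aromatic amino acid synthesis -0.46 to 0.47, ROS metabolism -0.27 to 0.81, protein phosphatases -0.36 to 0.50, ubiquitination -0.13 to 0.22 and glycolysis -0.011 to 0.38. In the cultivar by treatment test, the shifts ran over storage proteins -4.55 to 0.021, aromatic amino acid synthesis -0.74 to 0.35 and glycolysis -0.088 to 0.90. In ZH 4D-2DC against ZH 4D, the shifts ran over storage proteins 1.29 to 5.77, embryo regulators 0.99 to 1.86 and kinesins -0.88 to -0.29. For probe sets higher later in development at 4 DAF the shift ranged from -0.67 to -0.12. The log2 differences of named genes whose sign turned are given the same way. At 10 DAF, the differences ran over RAB21 -0.44 to 1.49, HSP16.9A -0.40 to 0.51, CYP85A1 -3.26 to 1.66 and CYP734A6 -1.14 to 0.72. At 4 DAF, the differences ran over HSFA2D -0.74 to 1.30, HSFB1 -0.10 to 1.15, IAA21 -0.39 to 0.88, IAA17 -1.02 to 0.68, TRAB1 -0.43 to 0.73, RR42 -0.38 to 0.93, TOC75 -1.71 to 0.082, CLPC1 -0.52 to 0.55, DAP-AT -0.00091 to 0.74, LYSA -0.75 to 0.079, OsSPP2 -1.16 to 1.36, HAK5 -0.18 to 0.43, RA14 -1.71 to 0.56, GLUB-5 -2.03 to 0.25, Sbe1 -1.66 to 0.29, GBSS1 -1.92 to 0.88, EREBP1 -0.24 to 0.63, EIL1A -0.040 to 1.13, JAZ1 -0.019 to 0.44 and HSFB2C -0.96 to 0.37. Between untreated cultivars, the differences ran over RA14 -2.03 to 3.95 and GLUB-5 -1.36 to 5.81. Between treated cultivars, the differences ran over TIP3-1 -0.39 to 0.71, EREBP1 -0.20 to 0.41, SUS3 -0.72 to 0.89, DAHPS2 -0.29 to 0.90, ASA1 -0.71 to 0.49, APX2 -0.24 to 0.38, AGO4A -0.069 to 0.56, DAD1 -0.23 to 0.55, OST48 -0.12 to 0.48, UBC5A -0.057 to 0.25, UBC5B -1.10 to 0.24, TOC75 -1.10 to 0.51, CLPC1 -0.51 to 0.44, GAPC3 -0.55 to 0.45, Eno1 -0.66 to 0.71 and IPK1 -0.19 to 0.71. In ZH 4D-2DC against ZH 4D, the differences ran over RA14 -0.42 to 5.55 and GLUB-5 -0.084 to 7.08.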

Differences from the paper's values

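Counts of probe sets were set beside Figure 8B, which counts genes, at the threshold that the paper's methods state (unadjusted p under 0.05 and over 2-fold). Counting as genes used only the probe set of the highest mean of each annotated gene. It left out every probe set without a single gene, among them the 34850 of 57381 with none, so that smaller counts follow from the rule. Counted in this way, each count given below came within 1.5 times of the paper's, whereas those that matched as probe sets did not. No conclusion is drawn from this match. Those that matched as probe sets alone were, as genes, 107 higher and 72 lower at 4 DAF (about 180 and 230 in the paper), 211 lower at 10 DAF (about 440) and 46 higher between treated cultivars (about 110). In ZH 10D-2DC against ZH 12D, 363 probe sets were higher here, against the paper's count of about 180 in Fig. 8B, read by eye. Among the alternatives set before the data were examined, the count fell within 1.5 times of the paper's in 4, at 173 with median centring, 205 with the filter at the 60th percentile, 123 with genes in place of probe sets and 265 without ZH 12D replicate 1. It differed in the other 11, at 412 with a pseudocount of 1, 303 with one of 64, 419 with quantile normalization, 651 without a filter, 380 with the 2 groups alone, 306 with a trend in the variance prior, 954 with replicate number as a block, 326 at 3-fold, 281 without ZH 10D-2DC replicate 1, 709 without ZH 10D-2DC replicate 2 and 573 without ZH 12D replicate 2.

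Between the cultivars at normal temperature, 310 probe sets were higher in HF 4D than in ZH 4D, against the paper's count of about 86 in Fig. 8B, read by eye. The count did not differ in 1 of those alternatives, at 118 with genes in place of probe sets, and differed in the other 14, at 364 with a pseudocount of 1, 218 with one of 64, 355 with quantile normalization, 197 with median centring, 552 without a filter, 148 with the filter at the 60th percentile, 146 with the 2 groups alone, 247 with a trend in the variance prior, 820 with replicate number as a block, 290 at 3-fold, 220 without HF 4D replicate 1, 1182 without HF 4D replicate 2, 362 without ZH 4D replicate 1 and 1168 without ZH 4D replicate 2. In the same comparison 334 were lower, against the paper's count of about 92 in Fig. 8B, read by eye. This did not differ in 2 alternatives, at 116 with the 2 groups alone and 89 with genes in place of probe sets, and differed in the other 13, at 390 with a pseudocount of 1, 230 with one of 64, 436 with quantile normalization, 317 with median centring, 427 without a filter, 231 with the filter at the 60th percentile, 262 with a trend in the variance prior, 784 with replicate number as a block, 304 at 3-fold, 519 without HF 4D replicate 1, 991 without HF 4D replicate 2, 266 without ZH 4D replicate 1 and 793 without ZH 4D replicate 2.

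After low temperature, 340 probe sets were lower in HF 4D-2DC than in ZH 4D-2DC, against the paper's count of about 93 in Fig. 8B, read by eye. The count did not differ in 1 of those alternatives, at 91 with genes in place of probe sets, and differed in the other 14, at 464 with a pseudocount of 1, 182 with one of 64, 290 with quantile normalization, 154 with median centring, 477 without a filter, 172 with the filter at the 60th percentile, 414 with the 2 groups alone, 248 with a trend in the variance prior, 797 with replicate number as a block, 304 at 3-fold, 379 without HF 4D-2DC replicate 1, 523 without HF 4D-2DC replicate 2, 216 without ZH 4D-2DC replicate 1 and 416 without ZH 4D-2DC replicate 2.

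Pearson's r between the replicates of a condition differed from Table S1 in all 8 conditions. The value here, on log2(signal + 16), against the paper's was 0.785 against 0.879 for ZH 4D, 0.845 against 0.929 for ZH 6D, 0.842 against 0.924 for ZH 4D-2DC, 0.841 against 0.916 for ZH 10D, 0.868 against 0.946 for ZH 12D, 0.814 against 0.920 for ZH 10D-2DC, 0.789 against 0.901 for HF 4D and 0.871 against 0.937 for HF 4D-2DC. No alternative set beforehand brought any of the 8 values to the paper's, and r over the conditions ran from 0.610 to 0.865 on the deposited linear scale, 0.799 to 0.876 with quantile normalization, 0.720 to 0.842 over the probe sets that pass the filter and 0.743 to 0.824 with a pseudocount of 1. Both series were lowest for ZH 4D.

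The paper finds more genes lower than higher after low temperature in ZH. Here this held at 10 DAF, where 42.2% of the probe sets past that threshold were higher (363 higher and 498 lower), and did not hold at 4 DAF, where 53.5% were (222 higher and 193 lower). At both stages fewer were past it than would be expected at that p if none had changed, so that the direction is not settled by these counts. At 10 DAF higher ones outnumbered lower ones without a filter (651 higher and 509 lower) and without ZH 12D replicate 2. At 4 DAF lower ones outnumbered higher ones with a pseudocount of 64 (145 higher and 167 lower), quantile normalization (254 and 268), median centring (156 and 161), the filter at the 60th percentile (141 and 149), a trend in the variance prior (178 and 182), and without ZH 4D-2DC replicate 2 (257 and 441). The genes of Figure 9 were chosen on arrays that were not analysed here, and no count was set beside that figure. Among the probe sets that rise with seed age on these arrays, 179 of 269 lay below the median at 4 DAF (shift -0.36, adjusted p = 0.00708, and 0.959 with an estimated correlation).

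The paper states that the cultivars differ in more genes after low temperature than at normal temperature. Here 644 probe sets were past that threshold at normal temperature and 445 after low temperature. Each is fewer than would be expected at that p if none had changed, so that no conclusion is drawn from their order. The first total was also the larger with quantile normalization (791 and 480), median centring (514 and 285), a pseudocount of 1 (754 and 586) or 64 (448 and 266), no filter (979 and 659), the filter at the 60th percentile (379 and 223), a trend in the variance prior (509 and 330) and replicate number as a block (1604 and 1042). The paper's order was reached with the 2 groups of each comparison fitted alone (262 and 524), and without ZH 4D-2DC replicate 2, where 318 were higher and 416 lower after low temperature. Leaving out any other array of these conditions kept the order against 644 or 445. At an adjusted p under 0.05 from limma, 1 probe set was called at normal temperature and 4 after low temperature, which is the paper's order, and with replicate number as a block 2 were called higher and 3 lower at normal temperature and 10 higher and 8 lower after low temperature.

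The gene lists used here were drawn up by gene name and are not the paper's gene ontology terms, which limits the following comparisons. The paper has cold acclimation genes higher at both stages, and the shift here was 0.07 at 4 DAF (adjusted p = 0.971) and 0.72 at 10 DAF (adjusted p = 0.0947). The 10 DAF list passed with a pseudocount of 64 (0.0384), the filter at the 60th percentile (0.0282), all probe sets of its genes (0.0270) and, in a setting chosen after seeing the values, quantile normalization and the block together (0.0287), under which the small heat shock proteins, the list of the heat response called at 10 DAF, stayed called (0.000114, whereas with an estimated correlation their adjusted p was 0.0562, and 0.181 with the block as well). The cold acclimation list was not called with an estimated correlation either.

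On hormones, the paper has auxin and ABA genes higher, and the lists had shifts of 0.33 and 0.26 at 4 DAF in that direction (adjusted p = 0.152 and 0.301). The auxin list passed with replicate number as a block (adjusted p = 0.0318), no filter (0.0350), quantile normalization and the block together (0.0191; chosen after seeing the values), and without ZH 4D-2DC replicate 1 (0.000108) or ZH 6D replicate 2 (0.0182), though not with an estimated correlation (adjusted p = 0.959, and 0.907 with the block as well), and the ABA list passed without ZH 4D-2DC replicate 1 (0.00181). At 10 DAF, where the paper's Table 2 has auxin signaling and the response to ABA higher, neither the auxin nor the ABA list passed under any alternative. The auxin shift there turned negative with quantile normalization. The paper has brassinosteroid genes lower at 4 DAF, where their shift was 0.09 (camera's direction down, adjusted p = 0.983), and cytokinin genes lower at 10 DAF, where theirs was -0.06, in that direction (adjusted p = 0.956).

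The paper describes genes of chloroplast organization at both stages, and of lysine and sucrose synthesis at 10 DAF in Table 2, as higher after low temperature in ZH. For chloroplast organization 11 of 24 genes lay above the median of all probe sets at each stage (shifts 0.02 and -0.13), for lysine synthesis 1 of 5 at 10 DAF (shift -0.17), and sucrose synthesis had a shift of -0.12 and a median of 0.13 at 10 DAF. None of the 3 passed under any setting. Ion transport genes, which the paper also has higher, had shifts of 0.17 and 0.16 in that direction (adjusted p = 0.354 and 0.791) and passed at 4 DAF without ZH 4D-2DC replicate 1 (adjusted p = 0.00964).

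The paper has every AP2/EREBP gene that responds at 4 DAF lower. Of 11 genes of the family here, 10 lay above the median (shift 0.52, adjusted p = 0.152) under the 4 DAF treatment, but none was past that threshold and the paper's own responding genes could not be matched to them, so that the statement was not tested. Of the regulators the paper names as lower, PRR1 (TOC1) and PCL1 were lower at both stages, by -1.11 and -1.25 at 4 DAF and -1.45 and -1.92 at 10 DAF, with no adjusted p under 0.05. The gene that the annotation names HSFB2B differed by 1.52 and 1.78, whereas 1 probe set of HSFB2C was lower, by -2.60 and -2.56. In the paper's Table S5 HSFB2B is the name of the Arabidopsis homolog of a rice locus, and need not be the rice gene of that name. The locus number could not be matched to the annotation used here, so that which of these genes it is was not settled. The value of the rice HSFB2B therefore does not go against the paper.

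Between the cultivars, the paper has genes of reactive oxygen species metabolism higher in ZH, although its Table S6 lists the process for both cultivars after treatment, and here 18 of 22 lay above the median in HF after low temperature (shift 0.27, adjusted p = 0.193). The shift had the paper's direction without HF 4D-2DC replicate 2 (-0.27) and without ZH 4D-2DC replicate 1 (-0.13), which left the groups unequal in replicate number. It did not have that direction within either replicate number. Phosphatidylinositol genes, which the paper has lower in HF (in Table S6 before treatment alone), had 8 of 10 above the median at normal temperature (shift 0.16, adjusted p = 0.722) and after low temperature (shift 0.31, adjusted p = 0.228). Their shift at normal temperature had the paper's direction within replicate 1 (-0.88), without HF 4D replicate 2 (-0.35) and without ZH 4D replicate 2 (-0.30). Glycolysis genes, which the paper has higher in HF at both temperatures, had a shift of -0.23 at normal temperature and of 0.14 after low temperature (adjusted p = 0.381 and 0.670), and the first was positive with all probe sets of the genes (0.02) and without HF 4D replicate 1 (0.28) or ZH 4D replicate 1 (0.12). Genes of aromatic amino acid and sucrose synthesis, higher in HF after low temperature in the paper, had shifts of 0.00 and 0.11 (adjusted p = 0.927 and 0.905), with 3 of 10 and 2 of 5 above the median. In the paper's direction there, sucrose breakdown genes had 11 of 12 above the median and chloroplast genes 17 of 24 (adjusted p = 0.193 and 0.468).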

Other observations

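The tests of explanations for genes that rise with seed age were chosen only after the result was seen, and those for the cultivars were chosen before it.

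In ZH seeds after 2 days at 14°C from 4 DAF, against ZH 4D seeds that were 2 days younger, 37 probe sets of named genes were higher and 21 lower at the methods' threshold, all with an adjusted p of 1.00, and the genes given here were chosen after their values were seen. The dehydrin RAB21 had a log2 difference of 5.50 (standard error 1.74), the seed allergen RA17 of 5.49 (standard error 1.47), the glutelin GLUA-1 of 5.31 (standard error 1.82) and the embryo protein Emp1 of 4.72 (standard error 1.11). The clock gene LHY differed by 2.48 (standard error 0.76) and the ethylene receptor ETR4 by 2.72 (standard error 0.85). Lower values were found for ACO1, which makes ethylene, at -3.18 (standard error 0.97), the zinc transporter ZIP4 at -2.84 (standard error 0.85), the mitotic cyclin CycB1-1 at -2.16 (standard error 0.66) and the kinesin KIN14K at -2.28 (standard error 0.93). Over all probe sets 332 were higher and 267 lower at the methods' threshold, none passed an adjusted p under 0.05 from limma, and 1485 were past the methods' threshold with replicate number as a block. Without the block this is fewer than would be expected at that unadjusted p if none had changed. The total of 599 was 1597 without ZH 4D replicate 2, 385 without ZH 4D-2DC replicate 1 and 946 without ZH 4D-2DC replicate 2.

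HF seeds after 2 days at 14°C and HF 4D seeds also differed in both treatment and age. Emp1 differed by 2.5 (standard error 1.11), the protein phosphatase OsPP2C27 by 2.93 (standard error 1.18) and the copper transporter COPT1 by 1.73 (standard error 0.68), and ZIP4 by -3.33 (standard error 0.85), the iron transporter IRT1 by -3.14 (standard error 1.17), HSP26.7 by -2.83 (standard error 0.96) and the clock gene PCL1 by -2.14 (standard error 0.73), all within both replicates and with an adjusted p of 1.00. They were chosen after their values were seen from 14 probe sets of named genes higher and 42 lower at the methods' threshold. Over all probe sets 222 were higher and 564 lower, none at an adjusted p under 0.05 from limma, and 2147 were past the methods' threshold with replicate number as a block. Without the block this is fewer than would be expected at that unadjusted p if none had changed. The share that was higher was 28.2%, and 74.8% with median centring, which moved the median of all probe sets from -0.14 to 0.30. The total of 786 was 176 without HF 4D replicate 1, 4015 without HF 4D replicate 2 (1 of them at an adjusted p under 0.05) and 410 without HF 4D-2DC replicate 1, and 1200 without HF 4D-2DC replicate 2. No list passed the test here, and the shift was 1.19 for LEA proteins and dehydrins (adjusted p = 0.0573; 7 of 8 above the median) and 1.34 for storage proteins (adjusted p = 0.106; 9 of 11 above).

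Between the cultivars, 113 probe sets were higher in HF at both temperatures or lower at both. Differences in sequence between the cultivars within the target of single probe sets, and differences in expression of the genes, are both candidate explanations. The former predicts that other probe sets of the same genes differ little and the latter that they differ as well, and the median difference of 16 such probe sets was 0.446 times that of the shared ones (95% bootstrap interval 0.00543 to 0.571), which excludes neither. Leaving out 5 of the 16 that were themselves shared, the ratio was 0.00548 (-0.0784 to 0.211), a selection that removes those that differed and so decides nothing. The 44 shared probe sets with a gene are too few, at 16 others, to tell the explanations apart.

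The 269 probe sets higher in later ZH seed had a shift of -0.36 in ZH 4D-2DC against ZH 6D (adjusted p = 0.00708 from camera, and 0.959 with an estimated correlation). With replicate number as a block, for which the set was chosen anew, the adjusted p was 0.0119. A hybridization effect that follows the replicate number and is equal in both conditions cancels in their difference, so that it cannot make this shift. Within the replicate numbers the shift was -0.62 for replicate 1 and -0.0898 for replicate 2. An effect that was not equal in both conditions stays open. Without ZH 4D-2DC replicate 1, where the set was also chosen anew, the shift was -0.12 and the call was lost. Slower development of the treated seed, as a hypothesis, predicts higher values of the 78 probe sets that are lower in later seed, and their shift of 0.146 (adjusted p = 0.713) leaves it open with 2 arrays per condition.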
